# Thyroid hormone-regulated gene expression in juvenile mouse liver: identification of thyroid response elements using microarray profiling and *in silico *analyses

**DOI:** 10.1186/1471-2164-12-634

**Published:** 2011-12-29

**Authors:** Martin A Paquette, Hongyan Dong, Rémi Gagné, Andrew Williams, Morie Malowany, Mike G Wade, Carole L Yauk

## Abstract

**Background:**

Disruption of thyroid hormone signalling can alter growth, development and energy metabolism. Thyroid hormones exert their effects through interactions with thyroid receptors that directly bind thyroid response elements and can alter transcriptional activity of target genes. The effects of short-term thyroid hormone perturbation on hepatic mRNA transcription in juvenile mice were evaluated, with the goal of identifying genes containing active thyroid response elements. Thyroid hormone disruption was induced from postnatal day 12 to 15 by adding goitrogens to dams' drinking water (hypothyroid). A subgroup of thyroid hormone-disrupted pups received intraperitoneal injections of replacement thyroid hormones four hours prior to sacrifice (replacement). An additional group received only thyroid hormones four hours prior to sacrifice (hyperthyroid). Hepatic mRNA was extracted and hybridized to Agilent mouse microarrays.

**Results:**

Transcriptional profiling enabled the identification of 28 genes that appeared to be under direct thyroid hormone-regulation. The regulatory regions of the genome adjacent to these genes were examined for half-site sequences that resemble known thyroid response elements. A bioinformatics search identified 33 thyroid response elements in the promoter regions of 13 different genes thought to be directly regulated by thyroid hormones. Thyroid response elements found in the promoter regions of Tor1a, 2310003H01Rik, Hect3d and Slc25a45 were further validated by confirming that the thyroid receptor is associated with these sequences *in vivo *and that it can bind directly to these sequences *in vitro*. Three different arrangements of thyroid response elements were identified. Some of these thyroid response elements were located far up-stream (> 7 kb) of the transcription start site of the regulated gene.

**Conclusions:**

Transcriptional profiling of thyroid hormone disrupted animals coupled with a novel bioinformatics search revealed new thyroid response elements associated with genes previously unknown to be responsive to thyroid hormone. The work provides insight into thyroid response element sequence motif characteristics.

## Background

The thyroid participates in the regulation of basic physiological processes by producing thyroid hormones (THs), which include thyroxine (T4) and triiodothyronine (T3). THs exert their effects on growth, development and metabolism of practically every cell and organ [1]. Their primary effect is the transcriptional regulation of target genes. This occurs when THs interact with TH receptors (TRs). Similar to other nuclear receptors, TR contains a DNA-binding domain that is capable of interacting with specific DNA sequences known as thyroid response elements (TREs). Typically, TREs are composed of two or more hexamer half-site sequences arranged in tandem array. TRs have the ability to bind to various imperfect TRE half-sites. The number of half-sites, the spacing between half-sites and their orientation are all features that can vary between TREs [2]. TRs can bind to TREs as monomers or homodimers, although it is thought that TRs interact as heterodimers with the retinoid × receptor (RXR) the majority of the time [3,4].

Disruption of TH physiology during critically sensitive periods in development can lead to adverse outcomes. Studies have shown that severe TH insufficiencies lead to somatic and brain growth retardation [5]. Less severe and/or transient hypothyroidism has also been shown to cause adverse structural and functional effects [6,7]. In humans, subclinical hypothyroidism during fetal development has been shown to result in reduced cognitive function [8].

Exposures to a broad array of substances, including both natural and synthetic chemicals, have been shown to alter TH physiology (see [9,10] for review). Environmental contaminants such as perchlorates [11], polychlorinated biphenyls [12], bisphenol A [13], polybrominated diphenyl ethers [14], triclosan [15] and nitrate [16] have all been shown to have a negative effect on TH function, ranging from reducing circulating THs to altering TH-signalling.

Much effort has been expended to identify direct transcriptional targets of TH [17-19]. Identification of the thyroid regulated transcriptome will provide insights into the molecular impact of THs in directing tissue function/development. We have previously characterized TH-regulated global gene expression in the livers of juvenile mice [18]. This study evaluated transcriptional effects in animals in which TH production had been severely depressed through a relatively long-term treatment with a high concentration of an antithyroid drug (6-propyl thiouracil (PTU)). This model proved inefficient for the identification of genes directly regulated by TH as the lengthy period of treatment with antithyroid substance prevented a clear interpretation of the mode of action for altered genes. It was unclear if altered gene expression was caused by direct TH action, or due to downstream effects in the liver resulting from an altered developmental trajectory.

There is overwhelming evidence that environmental contaminants can act as endocrine disrupters with possible negative consequences for human health. However, major needs in the field include the identification of key initiating events leading to impaired development and tissue function. In the current study, we apply a well-validated animal model and robust microarray analysis to investigate hepatic transcriptional response to transient hyper- and hypothyroidism. The transient treatment time in combination with conditions of both hyper- and hypothyroidism provide a more efficient approach to identify direct hepatic targets of THs during liver development. In addition to identifying key genes that are directly controlled by THs, the work sheds light on the TRE sequences that direct TR binding. To identify TH targets, livers were collected from juvenile mice (postnatal day (PND) 15) rendered transiently hypo- or hyperthyroid. This developmental period corresponds to a dramatic increase in circulating THs. In PND 15 mice, circulating T4 is higher than at any other age [20] suggesting that chemically-induced disruption of TH levels should cause a marked response in transcription. Using DNA microarrays, we identify genes that are differentially expressed between control and TH-modulated animals, and provide supporting evidence for the presence of TREs in the regulatory regions of several of these genes. Collectively, the results provide an important addition to general knowledge of the genes that are directly regulated by THs and are useful for defining an improved TRE consensus sequence.

## Methods

### Animals and Exposures

All animal care and handling was in accordance with Canadian Council for Animal Care Guidelines and was reviewed by the Health Canada Animal Care Committee prior to commencement of the study.

C57BL/6 mice were purchased from Charles River (St. Constant, QC, Canada) and were housed in hanging polycarbonate cages under a 12:12 hr light-dark cycle at 23°C. Animals were provided with shelters, nesting material, food *ad libitum *(Purina rodent chow 5010; Ralston-Purina, St. Louis, MO, USA) and drinking water containing 1% (wt/vol) sucrose (*ad libitum)*. Mice were acclimated for 10 days. Breeding was accomplished by transferring two sexually mature female mice (eight weeks post natal) into the home cage of a sexually mature (10 weeks post natal) male. After four nights of co-housing, each female was transferred to a separate cage. Dams were allowed to litter naturally and pup numbers were not adjusted. To produce hypothyroid (hypo) pups, dams were provided with drinking water that contained methimizole (MMI, 0.05% wt/vol) and perchlorate (1% wt/vol) for three days (PND 12 to 15). To produce hyperthyroid (hyper) pups, intraperitoneal injections (i.p.) of THs (50 μg of T4 + 5 μg of T3 per 100 g body weight) were administered to pups on PND 15, four hours before decapitation and tissue collection. For the hypothyroid/replacement group (hypo+); dams were provided with drinking water that contained MMI (0.05% wt/vol) and perchlorate (1% wt/vol) for three days (PND 12 to 15). Pups then received *i.p*. injections of THs (20 μg of T4 + 2 μg of T3 per 100 g body weight) on PND 15, four hours before decapitation and tissue collection. The control and hypo groups received saline *i.p*. injections four hours before decapitation and tissue collection.

### Tissue Collection, RNA Extraction and Purification

On PND 15, pups were sacrificed by decapitation. Serum prepared from trunk blood using serum separator tubes (BD Biosciences, Mississauga, ON, Canada) was used for T4 analyses by radioimmunoassay (RIA) kits (MP Biomedicals, Medicorp, Montreal, QC, Canada) as per the manufacturer's instructions. The hypo + group was subdivided into two sub groups - hereafter called hypo+ and hypo++ - based on measured serum T4 levels. Animals allotted to the hypo++ group had serum T4 levels that approximated those seen in the hyperthyroid group while those that remained as hypo+ had T4 levels near or slightly in excess of control levels.

Pup livers were rapidly dissected and flash frozen in liquid nitrogen. Total RNA was extracted from liver samples with TRIzol reagent (Invitrogen, Burlington, ON, Canada) followed by RNeasy Mini Kit (Qiagen, Missisauga, ON, Canada) clean-up according to the manufacturer's instructions. RNA quality assessment was determined by Nanodrop (Thermo Scientific, Billerica, MA, USA) and Agilent 2100 Bioanalyzer and RNA 6000 NanoLab Chip Kit (Agilent Technologies, Mississauga, ON, Canada). All samples had 260/280 ratios over 2.1, and RNA integrity numbers over 9.0.

### Microarray Hybridization

Hepatic gene expression was assessed by hybridizing samples to Agilent 4 × 44 k Whole Genome Microarrays (G4122F) using a reference design (details below). Briefly, 200 ng of total RNA from the liver was used to synthesize double-stranded cDNA and cyanine labelled cRNA. Experimental samples were labelled with Cyanine 5-CTP and reference RNA (universal mouse RNA; Agilent Technologies) with Cyanine 3-CTP (Perkin-Elmer Life Sciences, Woodbridge, ON, Canada) according to the manufacturer's instructions (Agilent Linear Amplification, Agilent Technologies). Cyanine labelled cRNA targets were *in vitro *transcribed using T7 RNA polymerase and purified using RNeasy Mini Kit (Qiagen). Experimental and reference samples (825 ng each) were hybridized to arrays at 60°C for 17 hours. Slides were washed and scanned on an Agilent Microarray Scanner (G2565CA). The data were acquired using Agilent Feature Extraction software version 10.1.1.1. Prior to statistical analysis, the scans were inspected using the Agilent Quality Control report as well as an internal quality control metric including spike-in RNA controls.

### Experimental Design and Statistical Analysis of Microarray Data

The Agilent 4 × 44 k Whole Genome Microarray features four sub-arrays per slide. A reference design [21,22] with sub-arrays as blocks of size two (each block containing the corresponding reference: Cy3 = green, and sample: Cy5 = red channels) was used to analyze the median signal intensities of the two-color microarray data. The experiment included the main effects of treatment groups (four conditions: hyper, hypo, hypo+, and one control) plus the sub-array as a block term. Five biological replicates per condition were used for three of the four groups, while four replicates were used for the remaining hypo+ condition (due to a shortage of animals with suitable serum T4 levels in that group), yielding a total of 19 microarrays. An identical experimental structure was followed for each gender. Separate statistical analyses were carried out for the male and female samples, respectively, to eliminate any correlation effect due to the dam as samples within genders were independent.

All pre-processing of the data was conducted using R. The data were normalized using loess normalization [23] in the R library "MAANOVA". Background fluorescence was measured using the (-)3xSLv1 negative control probes; probes with median signal intensities less than the trimmed mean (trim = 5%) plus three trimmed standard deviations of the (-)3xSLv1 probes were flagged as absent (within the background signal). Ratio intensity plots (also known as MA plots) were constructed for the raw and normalized data for each array. Boxplots and hierarchical clustering using average linkage were generated to identify outlier arrays [24]. Two outlier microarrays were removed from each data set (two microarrays from male samples and two from female samples) based on separate hierarchical clustering of each dataset into sample = Cy5 and reference = Cy3 groups. As a result, the final analysis was based on 17 microarrays for females, and 17 for males.

Genes that were up- and down-regulated in any of the three treatment groups (hyper, hypo, and hypo+) relative to control were identified using the R library "MAANOVA" [25]. The required ANOVA model was fitted to include the main effects of dose plus the sub-array as a block term. The Fs statistic [26], a shrinkage estimator, was used for the gene-specific variance components, and the associated p-values for all the statistical tests were estimated using the permutation method (30,000 permutations with residual shuffling). These p-values were then adjusted for multiple comparisons using the false discovery rate (FDR) approach [27]. All data are available through the Gene Expression Omnibus (GEO) website, accession number: GSE21307.

The least squares mean [28,29], a function of the model parameters, was used to estimate the fold-change for each pairwise comparison of interest (control versus each of the three treatment groups: hyper, hypo, and hypo+.)

### Bioinformatics

Promoter regions (-8 kb to +2 kb relative to the transcription start site (TSS)) of genes whose expression profile suggested direct regulation by THs were downloaded from the UCSC Genome Browser (mm9 assembly). Using a list of validated mouse TREs gathered from the literature, a position weight matrix (PWM) was developed to score the information content (bits) for position one to six of TRE half-sites. In this way, each TRE half-site was assigned a 'score' against the PWM. The score for each TRE half-site was obtained iteratively by leaving the subject out of the PWM construction. Previous bootstrapping analysis of the validated TREs in mice revealed a difference (p < 0.001) between the distribution of scores for the two half-site scores. Cross-validation of the TREs from the literature was carried out with each half-site analyzed separately. This analysis revealed that a low threshold score (i.e., ≥ 3.76 bits) for one half-site and a high threshold score (i.e., ≥ 6 bits) for the second half-site (regardless of half-site order) allowed minimization of type I and type II errors (manuscript in preparation). We therefore used the cut-off scores identified in this cross-validation exercise and scanned the promoter regions for putative TREs. The scan searched for three different types of TREs: direct repeats with a four nucleotide spacer (DR4); inverted repeats with no spacer (IR0); and everted repeats with a spacer of six nucleotides. (ER6).

Orthologs in humans and in rats were matched using BioMart http://www.biomart.org for the genes that were identified as having potential TREs in mice. Promoter regions (defined as -8 to +2 kb of the TSS) for these orthologous genes were obtained. A local alignment using a sliding window principle was used to align the TREs identified in mice to the promoter regions of the corresponding orthologous genes in rats and humans. A modified substitution matrix favouring conservation of the guanine in position two and three of the TRE hexamer half-sites was used, since these two sites appear to be highly retained. Three additional features were used to filter identified TREs: i) a maximum mismatch of two when comparing mouse to rat, and mouse to human, ii) a maximum distance of 2 kb between TREs when comparing mouse to rat and mouse to human, and iii) a minimum score determined by the PWM scan.

### Gene Ontology Analysis and Principal Component Analysis

Genes with FDR corrected p-values smaller than 0.05 in at least one experimental condition were used for principal component analysis (PCA) and pathway/ontology analysis. PCA was carried out using mean centering and scaling on data from genes that were significant in at least one treatment group using Genespring GX 7.3.1 (Agilent Technologies). Mean fold-change, averaged across all replicates per sex per treatment, was subjected to functional enrichment and Gene Ontology (GO) analysis using Ingenuity Pathway Analysis (Ingenuity Systems Inc., Redwood, CA, USA).

### Real-Time Quantitative PCR Analysis

Total RNA was reverse transcribed into cDNA using SuperScriptIII (Invitrogen) as per the manufacturer's instructions. iQ SYBR Green Supermix (BioRad Laboratories, Mississauga, ON, Canada) was used with a reaction volume of 50 μL. All primers were designed using Beacon Designer 7 (Premier BioSoft International, Palo Alto, CA, USA). Hprt was used as the reference gene. 

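On the microarrays, liver RNA of 34 pups at PND 15 was compared with a universal mouse reference RNA, and 1 probe measured Hprt. Its log2 ratio of pup to reference, after loess normalization within each array, was -0.04 ± 0.15 (SD, n = 4) in control males and -0.08 ± 0.05 (SD, n = 4) in control females. Relative to controls of the same sex, the log2 fold-change of Hprt in males was -0.06 in hypo, 0.02 in hyper and -0.06 in hypo+ pups. In females it was 0.01 in hypo, -0.09 in hyper and -0.03 in hypo+ pups. The standard errors of these 6 values lay between 0.08 and 0.10 on the log2 scale, and the lowest adjusted p was 0.962 (limma, Benjamini-Hochberg adjustment over all probes of a comparison). When each array was centred on its median in place of the loess step, the largest change of Hprt among the 6 comparisons was 0.41.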

Microarray analysis and RT-qPCR analysis confirmed that Hprt expression was stable across all groups. Reactions were carried out in 96-well plates. PCR were done in duplicate and each plate contained all samples for the gene of interest and reference gene for one sex. Analysis was carried out using a CFX96 Real-Time PCR Detection Systems (BioRad Laboratories). Melting curves were performed for each reaction to ensure primer specificity. Raw data were up-loaded into Relative Expression Software Tool 2009 (REST 2009; Qiagen). where fold-changes and p-values were calculated.

### ChIP-PCR

Livers from the male euthyroid control group were used for the ChIP using the EZ ChIP kit (Millipore Corporation, Toronto, ON, Canada), according to the manufacturer's instructions. Briefly, a small piece of liver was homogenized with a hand-held homogenizer in 250 μL PBS containing broad-spectrum protease inhibitors, and was then cross-linked with 1% formaldehyde. Cross-linking was stopped with glycine and nuclei were collected by adding lysis buffer. To ensure that DNA fragments ranged from 200 to 600 bp, the nuclear solution was sonicated in an ice bath with 30 second bursts at 28% amplitude. Fifteen bursts were completed, each separated by a 60 second period. DNA fragment size was verified by agarose gel electrophoresis. Six percent (about 100 μL) of the sonicated solution was stored at -20°C as total input (TI), while the remainder was incubated with anti-TRβ polyclonal antibody (PA1-213, clone TRβ-62, Affinity BioReagents, Golden, CO, USA) overnight with agitation at 4°C. Antibody-bound chromatin was precipitated with Protein G conjugated agarose beads, washed with gradient stringent buffers, and eluted with elution buffer as per the manufacturer's instructions. Both the eluted solution and the stored TI were incubated at 65°C overnight to reverse cross-links. Immunoprecipitated (IP) DNA and TI DNA were purified by treatment with RNase, proteinase K and multiple phenol:chloroform:isoamyl alcohol (25:24:1) extractions. Equivalent amounts of IP DNA and TI DNA were amplified in parallel, using a random primer method with GenomePlex Complete Whole Genome Amplification Kit (Sigma-Aldrich, Oakville, ON, Canada). Amplified DNA was then purified using GenElute PCR Clean-Up kit (Sigma-Aldrich).

Primers targeting the TRE identified by bioinformatics analysis were designed using Beacon Designer 7. PCRs were performed using Expand High Fidelity PCR System (Roche, Laval, QC, Canada). β-actin (NM_007393.3) was used as a negative control and Mlxipl (NM_021455.3) was used as a positive control [30]. Gel analyses and band quantifications were carried out using GeneTools (Syngene, Frederick, MD, USA). Binding ratios were calculated by dividing the ratio of IP/TI from the gene of interest by the ratio of IP/TI from the reference gene β-actin. Mean enrichment, standard deviations, and p-values were calculated using log ratios and were then back-transformed.

### Electrophoretic Mobility Shift Assays

Probes were designed against the specific genomic regions of the newly identified TREs. Probe size ranged between 26 and 30 bp. The probe contained the putative TRE sequence plus six to seven nucleotides on each side. Oligonucleotides were labelled using Biotin 3' End DNA Labeling Kit (Thermo Scientific) as per the manufacturer's instructions and were then annealed. Binding reaction and detection of complexed biotin-labeled DNA-protein was accomplished using the LightShift Chemiluminescent EMSA Kit (Thermo Scientific) as per the manufacturer's instructions. Binding reactions were carried out in 20 μL volumes and had final concentrations of 2.5% glycerol, 5 mN MgCl_2_, 50 ng/μL Poly (dI•dC) and 0.05% NP-40. One μg of chicken TRα (Santa Cruz Biotechnology Inc., Santa Cruz, CA, USA) was used per reaction. An amino acid alignment of the TRα DNA-binding domains from *Mus musculus *and *Gallus gallus *showed an approximate 98% sequence homology. Amino acids involved in direct base contacts [31] were specifically examined and were not found to be substituted between species. We have previously found that TRα and TRβ interact with TREs in a very similar manner [18]. Amino acid alignment of DNA-binding domains showed an approximate 86% sequence homology between the TR isoforms. Amino acids involved in direct base contacts [31] were specifically examined and showed 100% conservation between the two isoforms.

Biotin end-labelled target DNA was diluted 1:4 and 2 μL were used per reaction. Unlabeled probes were used at a 200-fold molar excess compared to labelled probe. For the supershift, 2 μg of antibody TRα/β (Santa Cruz Biotechnology Inc.) or normal mouse IgG (Santa Cruz Biotechnology Inc.) were used per reaction. Samples were run on a 5% polyacrylamide gel, transferred onto Biodyne Precut A Nylon Membranes (Thermo Scientific) by electrophoretic transfer and UV-cross-linked. Membranes were scanned using ChemiDoc XRS+ (BioRad Laboratories) and images analysed using Image Lab version 2.0.1 (BioRad Laboratories)

## Results

### Validation of the MMI/sodium Perchlorate Mouse Model

Serum T4 levels in all PND 15 pups were measured (Figure 1). A significant increase was observed in the hyper pup group compared to control levels, whereas a significant decrease was observed in the hypo pup group compared to control levels. The hypo+ and hypo++ pup groups also showed a significant increase in serum T4 compared to control. The hypo++ pup group received the same doses of THs in the *i.p*. injection as the hypo+, but registered higher levels of circulating T4 (levels similar to the hyperthyroid pup group). Levels of T4 in hyperthyroid and hypo++ groups were not significantly different. Part of this data has already been reported [32].

**Figure 1:**
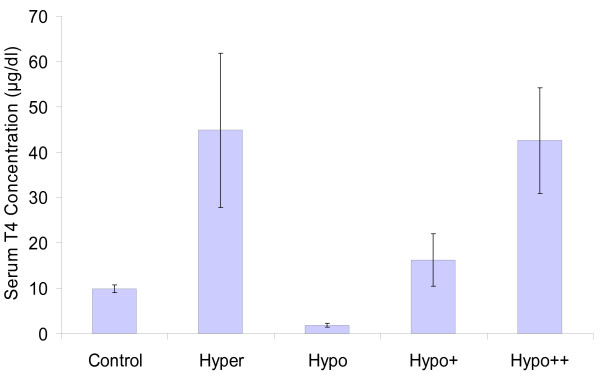
**PND 15 pup serum T4 levels after short-term TH perturbation**. Means are presented as well as ± standard deviations. n = 10, 5 from each sex, for control, hyper and hypo; n = 8, 4 from each sex for hypo+; n = 5, males only for hypo++. All treatment groups when compared to controls were significantly different; p ≤ 0.05, determined by student t-test.

### Genes Significantly Altered by TH Perturbations

MAANOVA analysis identified approximately 400 significantly altered genes in male and/or female pups, with a FDR-adjusted p < 0.05 in at least one of the treatment conditions (see Additional File 1 for male data and Additional File 2 for female data). 

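Liver RNA of 1 pup was hybridized to each of 34 arrays, 17 for each sex. The males comprised 4 control, 4 hypo, 5 hyper and 4 hypo+ pups, and the females 4 control, 5 hypo, 5 hyper and 3 hypo+ pups. Hypo and hypo+ pups were exposed through their dams to methimazole (0.05%) and perchlorate (1%), which block thyroid hormone synthesis and iodide uptake, for 3 days. This exposure began on PND 12 by the paper's methods and on PND 13 by the deposited description of the series. Injections were given 4 h before collection, with 50 μg of T4 and 5 μg of T3 per 100 g of body weight in hyper pups, 20 μg and 2 μg in hypo+ pups, and saline in the control and hypo groups. Pup RNA carried Cy5 and the common reference RNA carried Cy3 on every array, without a dye swap. The 34 arrays lay on 11 slides that were scanned in 6 batches. For every spot, the authors deposited the median signal intensity of both channels as the scanner software wrote it, with no background subtraction or normalization. From these intensities, the log2 ratio of Cy5 to Cy3 was normalized by loess within each array, leaving out control spots and between 77 and 212 spots per array that the software had marked as outliers. Spots of the same probe were averaged, which gave 41174 probes. The share of spots well above background in Cy5 ranged from 60.8% to 79.4% of the non-control spots of an array, with a median of 72.9%. The number of arrays per group limits the precision of every comparison. Each probe was fitted with limma, separately for males and females, with the 4 groups of a sex sharing 1 estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over all probes of a comparison, and a gene was called when any of its probes had an adjusted p below 0.05. Log2 fold-changes are given with the standard error (SE) of this fit. This test stands in for the permuted Fs statistic of MAANOVA, which was run as an alternative.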

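In total, 130 genes were called in at least 1 treatment in males, females or both. The count changed most with the normalization within arrays: centring each array on its median in place of loess left 14 genes. It rose to 284 genes when the slide was entered into the model as a fixed block. The Fs statistic with shuffled residuals called 128 genes, and the authors' own normalized log2 values called 141.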

Fold-changes ranged from 1.1 to 13.8, and averaged approximately 1.6. 

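Over the 220 significant changes, counted as probes times comparisons with control, the fold-change ranged from 1.22 to 3.62 in either direction, with a mean of 1.74 and a median of 1.61.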

In hypo mice, 215 genes were significantly altered relative to euthyroid controls. Of these, transcription levels of 118 genes were reduced and 97 were increased in hypo livers relative to controls. 

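In hypo pups, 73 genes were called in males, females or both, of which 46 were lower and 27 higher than in controls. The balance depended on the normalization, with 15 lower and 29 higher after normexp background correction and 2 lower and 5 higher after median centring. Of these genes, 18 were called in both sexes. The genes with the largest mean change among them were E2f8, Dio1 and Gstm1. Dio1, which encodes a deiodinase that converts T4 to T3, had a log2 ratio to the reference of 5.84 ± 0.29 (SD, n = 4) in control males and 4.38 ± 0.48 (SD, n = 4) in hypo males. The log2 fold-change was -1.46 in males (SE 0.20, adjusted p = 0.0124) and -1.77 in females (SE 0.27, adjusted p = 0.00923), and all hypo pups lay below all controls of their sex. Over 13 alternative settings, the adjusted p for Dio1 ranged from 0.00279 to 0.463 in males and from 0.0003 to 0.413 in females. Gstm1, a glutathione S-transferase, had a log2 ratio of 2.17 ± 0.18 (SD, n = 4) in control males and 3.67 ± 0.53 (SD, n = 4) in hypo males. Its log2 fold-change was 1.50 in males (SE 0.22, adjusted p = 0.0146) and 1.42 in females (SE 0.12, adjusted p = 2.6e-05), with no overlap between hypo and control pups in either sex. E2f8, a transcription factor of the cell cycle, was measured by a pair of probes with different results. By the dimmer probe, the log2 fold-change of E2f8 was -1.85 in hypo males (adjusted p = 0.0253) and -1.55 in hypo females (adjusted p = 0.0348). By the brighter probe it was -0.22 in males and -0.23 in females, and E2f8 was not called by that probe in either sex.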

In the hyperthyroid group, 204 genes were significantly altered. Of these, transcript levels of 45 genes were reduced and 159 were increased relative to controls. 

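In hyper pups, 73 genes were called in males, females or both. Expression was higher than in controls for 70 of them and lower for 3, and 14 genes were called in both sexes. A model with the slide as a fixed block gave 134 higher and 52 lower. Auts2, the transcript AK044145 and Gbp8, a guanylate-binding protein, had the largest mean change among these 14. Auts2 had a log2 ratio of 0.63 ± 0.15 (SD, n = 4) in control males and 2.28 ± 0.19 (SD, n = 5) in hyper males. The increase was 1.65 on the log2 scale in males (SE 0.12, adjusted p = 7.66e-06) and 1.58 in females (SE 0.18, adjusted p = 0.00159), and Auts2 was called under each of the 13 alternative settings in both sexes. Of these settings, AK044145 was called in 11 in males and 12 in females, and Gbp8 in 6 and 11. A further probe for Auts2 gave 0.34 in males and 0.24 in females. AK044145 increased by 1.41 in males (SE 0.17, adjusted p = 0.00269) and by 1.47 in females (SE 0.16, adjusted p = 0.00107). Gbp8 increased by 1.25 in males (SE 0.19, adjusted p = 0.0133) and by 0.95 in females (SE 0.12, adjusted p = 0.00355), while its other probe gave 0.38 and 0.35. In hypo+ males, Gbp8 was lowest in pup 761, apart from the others. For these 3 genes, each hyper pup lay above each control pup of its sex.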

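In hypo+ pups compared with controls, 12 genes were called in males, females or both. All 12 were higher than in controls, and 4 were called in both sexes. With the slide as a fixed block, 3 genes were called, 2 higher and 1 lower. Within their sex, hypo+ male 363 and hypo+ female 601 were each alone on their slide. Under this block their arrays added nothing to the comparison, so the lower count may come from fewer hypo+ arrays. Gstm1, Auts2 and DXBay18 had the largest mean change among these 4. The log2 fold-change of Gstm1 was 1.53 in males (SE 0.22, adjusted p = 0.0197) and 1.34 in females (SE 0.13, adjusted p = 0.00078). That of Auts2 was 1.30 in males (SE 0.13, adjusted p = 0.000574) and 1.30 in females (SE 0.21, adjusted p = 0.0462), and it was called under 11 of 13 alternative settings in males and 5 in females. Gstm1 was called under 9 in each sex, and DXBay18 under 8 in males and 9 in females. DXBay18 increased by 1.34 in males (SE 0.17, adjusted p = 0.00647) and by 1.16 in females (SE 0.15, adjusted p = 0.0126). All hypo+ pups lay above all controls of their sex for each of the 3 genes. Hypo+ pups were also compared with hypo pups, a contrast that measures the response to the single injection in pups with the same exposure to methimazole and perchlorate. In males, 130 genes were called, with 109 higher and 21 lower in hypo+ than in hypo pups. In females, 199 genes were called, with 146 higher and 53 lower. Both sexes shared 81 of these genes. The largest changes in both sexes included DXBay18, which increased by 2.04 in males (SE 0.17, adjusted p = 1.79e-05) and by 1.95 in females (SE 0.15, adjusted p = 5.36e-06).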

In the hypo+ group, 68 genes were significantly altered with 14 reduced and 54 increased. Females exhibited more significantly altered genes than males. Females had 300 significantly altered genes whereas males had 185. 

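In males, 59 genes were called in at least 1 treatment, comprising 36 genes in hypo, 27 in hyper and 9 in hypo+ pups. In females, 104 genes were called, comprising 55 genes in hypo, 60 in hyper and 7 in hypo+ pups. The counts depended on the model. With the slide as a fixed block, 38 genes were called in males and 277 in females. With both sexes in 1 fit, the counts were 106 and 138. They also depended on single arrays. Without hypo male 311, the number of genes called in hypo males fell to 5, and without control female 882, the number called in hyper females fell to 14. Leaving out control female 523 gave 37 genes in females over all treatments, and leaving out control male 881 gave 28 genes in males. Whether the response differed between the sexes was tested as the interaction of sex and treatment in limma, with all 34 arrays in 1 fit. No gene was called for this interaction in any treatment (0 genes, smallest adjusted p = 0.999844). At an unadjusted p below 0.05, 428 of 41174 probes passed in hypo, 520 in hyper and 547 in hypo+ pups, where chance gives 2058.7.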

A comparison of these two lists revealed that there were 100 genes that were differentially expressed by at least one treatment condition in both females and males (i.e., 100 genes in common between the sexes).

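Of the genes called in at least 1 treatment, 33 were called in both males and females. This number lay between 17, without control male 881, and 37 when each of the 34 arrays was left out in turn. The direction of change was also compared between the sexes for every probe called in one sex. All 40 probes called in hypo males changed in the same direction in hypo females, as did 31 of 31 probes for hyper and 11 of 11 for hypo+. For the probes called in females, the direction in males was the same for 64 of 64 in hypo, 65 of 65 in hyper and 9 of 9 in hypo+. Across all probes, which are not independent of each other, Pearson's r between the log2 fold-changes of males and females was 0.577 for hypo, 0.502 for hyper and 0.520 for hypo+. Males and females of a treatment may come from the same litters, by the first digits of their animal numbers. The sexes may therefore not be independent in these comparisons.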

Using the full set of significant genes (FDR-adjusted p < 0.05) for all groups (control, hyper, hypo and hypo+), a principal component analysis (PCA) was conducted (Figure 2). This analysis revealed that expression patterns were highly correlated within sexes and treatment groups. 

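PCA was computed from the 150 probes called in at least 1 treatment in either sex, mean-centred and scaled, over all 34 arrays. The first 3 components held 66.6%, 10.9% and 4.35% of the variance. Separation was measured by the mean silhouette width, which is near 1 for separate clusters and near 0 or negative for mixed ones. For the 4 treatment groups it was 0.711 (permutation of treatments within sex, p = 0.0001, the smallest that 10000 permutations give). Because the probes were selected by differences between these same groups, this p does not test the separation independently. With the 26592 probes that were present on every array in place of the selected ones, the silhouette width of the treatment groups was -0.063 (permutation p = 0.037). For the sexes, the silhouette width on the selected probes was -0.038 (permutation of sex within treatment, p = 0.385). With all probes present on every array it was -0.017 (permutation p = 0.70).

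**Figure D1:**
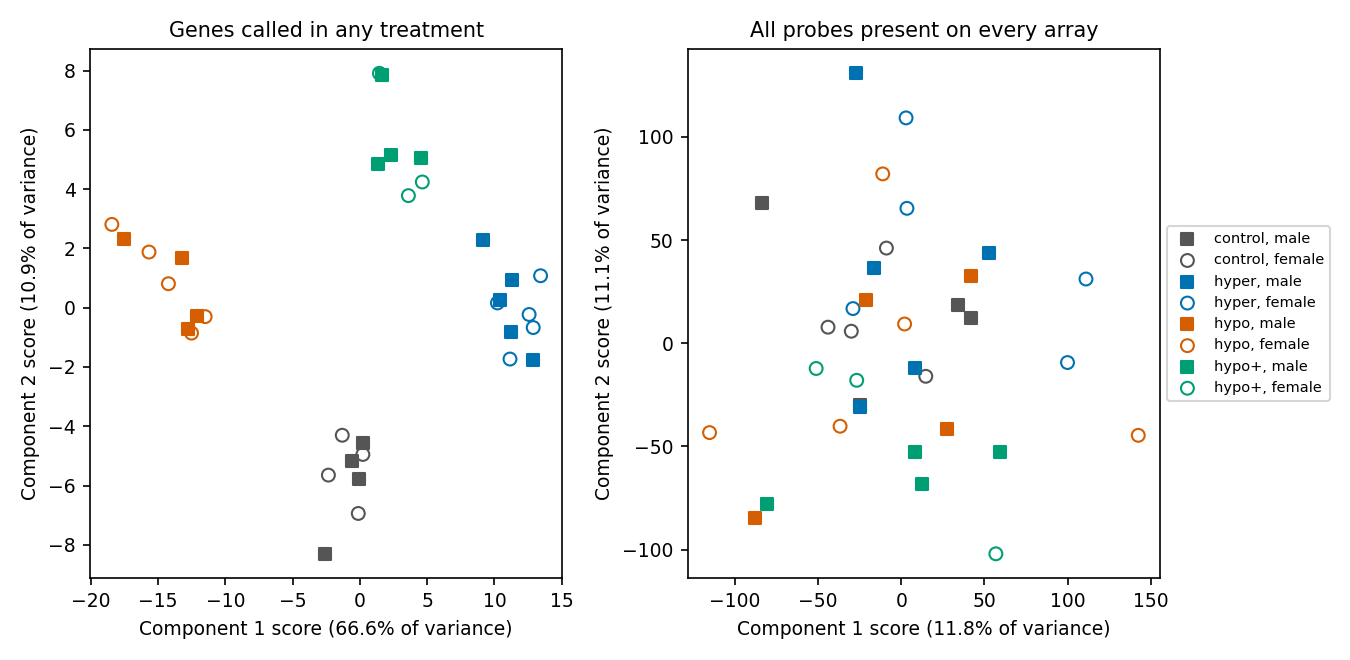
Scores of the 34 arrays on the first and second principal components, from the 150 selected probes (left) and from all 26592 probes present on every array (right), with filled squares for males, open circles for females and a colour for each treatment. On the selected probes the 4 treatment groups lie apart, each with males and females together, and on all probes they overlap.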

The PCA revealed distinct male and female clusters (Figure 2A) and four clusters were also found to separate control, hyper, hypo and hypo+ groups. Thus, the expression profiles reveal both an overall treatment as well as sex effect, with both sexes showing similarities in their response within treatment groups.

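Genes of the sex chromosomes showed the sex of all pups. The log2 ratio of Xist was between 1.26 and 2.04 in females and between -2.42 and -1.62 in males, and that of the Y-linked gene Ddx3y was between 1.70 and 2.45 in males and between -2.42 and -1.59 in females. A comparison of females with males over all treatments, which was chosen after the PCA was seen, called 35 genes (41 probes, 31 of them higher in females). Of these 35 genes, 1 was among the genes used for the PCA. All slides except slide F held pups of a single sex, so differences between slides may be part of this count. From the clusters in Figure 2, the paper concludes that treatment and sex both affect the expression profiles and that the sexes respond to a treatment in similar ways.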

**Figure 2:**
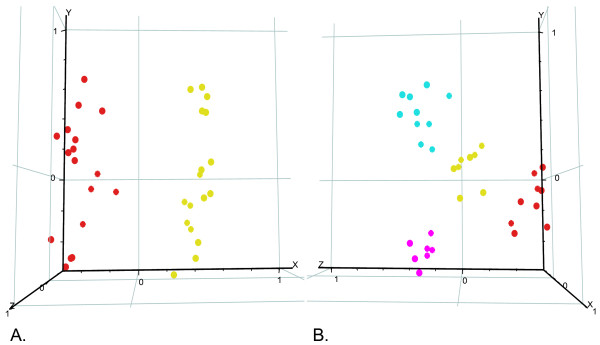
**Principal component analysis of microarray data carried out with the full set of significant genes (FDR-adjusted p ≤ 0.05) for all groups (control, hyper, hypo and hypo+)**. Data are coloured by sex (A) and by treatment group (B). In panel (A) male data points are in red and female data points are in yellow, and in panel (B) control data points are in yellow, hypothyroid data points are in red, hyperthyroid data points are in cyan and hypothyroid/replacement (hypo+) data points are in fuchsia.

The list of all significant genes was subjected to GO and pathway analysis. The analysis revealed several pathways that were significantly altered by the treatment. The five most affected pathways are presented in Additional File 3, along with the names of the genes that were affected by TH treatment within the pathway. 

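Additional File 3 lists 40 gene entries in 5 pathways, chosen by the paper from genes that were significant on these same arrays, so that a test on the lists is not independent evidence. Among its genes, 13 were called here in at least 1 treatment. The 8 genes of the glutathione metabolism list had a median log2 fold-change of 0.51 in hypo males and 0.51 in hypo females, with 7 of 8 genes higher in each sex. Of these, 3 genes were called in hypo males over all probes and 8 when adjusted over the list alone, and 3 were called in hypo females over all probes and 7 when adjusted over the list alone. In hypo+ pups, all 8 genes were higher than in controls, with a median of 0.44 in males and 0.48 in females. The 5 genes of the cytochrome P450 list had a median of 0.48 in hypo males and 0.51 in hypo females, with 0 genes called in males by limma and 1 in females over all probes. In each sex, 3 genes of this list had an unadjusted p below 0.05 and 3 were called when adjusted over the list alone. For both of these lists, the median in hypo pups stayed above 0 under all 5 alternative normalizations. The genes of the other lists went in both directions. In hypo pups, the 9 genes found on the array for the NRF2-mediated oxidative stress response had medians of 0.10 in males and -0.03 in females, with 1 and 0 genes called over all probes by limma, 7 and 8 at an unadjusted p below 0.05, and 7 and 8 when adjusted over the list alone. Their median in hypo pups changed sign in males with median centring and in females with median centring and with normexp background correction. The 8 genes found for xenobiotic metabolism signalling had medians of -0.05 and -0.04 in hypo pups, with 1 and 0 called over all probes by limma, 2 and 3 at an unadjusted p below 0.05, and 1 and 2 when adjusted over the list alone. The sign of these medians changed with the normalization in both sexes.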

Many genes were found to be involved in oxidative stress response and xenobiotic metabolism/signalling. 

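The TR/RXR activation list of Additional File 3 holds 8 genes, all of them on the array. Their median log2 fold-change was -0.36 in hypo males and -0.35 in hypo females, with 2 genes called lower in males and 1 in females, and 6 in each sex when adjusted over the list alone. In hyper pups the median was 0.32 in males and 0.34 in females, where 6 of 8 genes were higher in each sex. Of the list, 1 gene was called in hyper females and 0 in hyper males by limma, where 4 had an unadjusted p below 0.05, and 6 and 4 when adjusted over the list alone. These medians kept their signs under the 5 alternative normalizations. Between hypo+ and hypo pups, the median change of the list was 0.47 in males and 0.69 in females, with 3 and 4 genes called.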

A group of genes involved in TR/RXR activation was also identified.

By comparing the response profile of genes that were significantly altered in the hyper, hypo and hypo+ groups, we identified a subset of genes that are most likely to be directly regulated by TH rather than by downstream effects. For example, a directly regulated gene would be expected to show similar responses in the hyper and hypo+ groups, and should be in the opposite direction to the hypo group. The hypo+ group is particularly informative, as these animals were sacrificed four hours after a single injection of TH, but following a more prolonged state of hypothyroidism. In addition, genes showing similar responses in hypo and hypo+ groups would be less likely to be directly regulated by TH. 

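The effect of the injection on genes altered in hypo pups was measured in the sex in which the genes had not been selected. Males and females may share litters, by the first digits of their animal numbers, so that sex may not be fully independent. The 26 probes called lower in hypo males had a median log2 fold-change of -0.61 in hypo females and 0.17 in hypo+ females, and all 26 were higher in hypo+ than in hypo females. Likewise, the 39 probes called lower in hypo females had medians of -0.64 in hypo and 0.15 in hypo+ males, and all 39 were higher in hypo+ than in hypo males. The medians of the probes called higher in hypo pups stayed further from 0. Those called in males had medians of 0.71 in hypo and 0.49 in hypo+ females (14 probes), and those called in females had medians of 0.70 in hypo and 0.44 in hypo+ males (25 probes). Of these, 13 of 14 and 23 of 25 were lower in hypo+ than in hypo pups. The comparisons of hyper and of hypo+ with control share the control arrays, which makes their fold-changes alike even without an effect. Across all probes, Pearson's r between the log2 fold-changes of hyper and hypo+ pups was 0.445 in males and 0.244 in females, whereas data with shuffled residuals and no effect gave medians of 0.541 and 0.511. Against the contrast of hypo+ with hypo, which shares no array with hyper and control, r for hyper was 0.161 in males and 0.113 in females, where shuffled residuals gave medians of 0.04 and 0.05 and values as high in 36 and 41 of 100 shuffles.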

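The pattern was applied to the genes called here as follows. A gene had to be called in hyper and in hypo+ pups of either sex, with all called changes in these groups in the same direction and any called change in hypo pups in the opposite direction. The pattern was met by 7 genes, namely Arl4d, Auts2, DXBay18, Lrrc8d, Sh3pxd2a, Sned1 and Tbcel. Sh3pxd2a met it by a probe other than the one that stands for the gene elsewhere. With hypo+ compared with hypo pups in place of controls, 51 genes met the pattern, and 19 of them are in Table 1. The hypo arrays then enter the hypo and the hypo+ comparison with opposite signs. The opposite direction in hypo pups is therefore partly built in. Relative to controls, the number under the 13 alternative settings lay between 1, with median centring or with only the compared groups, and 18, with both sexes in a single model.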

Genes showing a pattern suggesting direct regulation by TH are listed in Table 1.

**Table 1:** Genes identified as being directly regulated by THs.

		Hypo		Hyper		Hypo+	
		
Accession	Gene	♂	♀	♂	♀	♂	♀
NM_027980	2310003H01Rik			1.4	1.4	1.3	
AK014609	4633401B06Rik				1.4	1.6	1.7
AK044145	AK044145			2.6	2.7	2.1	1.9
NM_025404	Arl4d			2.0		2.0	
NM_177047	Auts2 *			3.1	3.0	2.5	2.5
NM_145603	Ces2			1.5	1.4		1.5
NM_134141	Ciapin1			1.4	1.4	1.3	
NM_026424.3	Coq10b				1.5	2.0	
NM_001025384.3	DXBay18		-1.7	2.2	1.7	2.6	2.3
NM_175266	Epm2aip1			1.3	1.3	1.3	
NM_008058	Fzd8			1.8	1.5	1.6	
NM_153528	Gramd1c			1.6	1.7		1.4
NM_175244	Hectd3				1.3		1.4
NM_010544	Ihh *				-1.2		-1.2
NM_008358	Il15ra				1.2		1.3
NM_178701	Lrrc8d			1.6	1.4	1.6	
NM_172821	Map3k13			1.6		1.7	
NM_027418	Mapk6			1.3	1.4		1.3
NM_027997	Serpina9 *				-1.7		-1.9
NM_008018.4	Sh3pxd2a			1.7	1.7	1.5	1.5
NM_134154	Slc25a45 *	-1.7	-1.6	1.7	1.9	1.5	1.6
NM_172463	Sned1 *	-1.6	-1.6	1.5	1.5	1.5	1.4
NM_001081103	Stim2			1.9	2.0	1.5	
NM_173038.2	Tbcel			1.3	1.3	1.3	1.4
NM_144884	Tor1a				1.2	1.3	
NM_145076	Trim24 *	-1.4	-1.6	1.6	1.4	1.5	
NM_153162	Txnrd3				1.2	1.3	
XM_001481284	Wipf3	-1.4		1.4		1.3	

Fold-changes for males and females are presented in comparison to control animals. 

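Table 1 gives 89 fold-changes for 28 genes, and all of these genes were found on the array. Of the 89 comparisons, 86 had the same direction here and 40 were called. By comparison, 12 of 20 were called for hyper males, 12 of 25 for hyper females, 5 of 21 for hypo+ males, 4 of 15 for hypo+ females, 3 of 4 for hypo males and 4 of 4 for hypo females. At least 1 comparison was called for 17 genes and none for 11. Sh3pxd2a in hyper and hypo+ males and Ces2 in hyper females had the opposite direction, with log2 fold-changes of -0.01, -0.07 and -0.27, none of which was called. Several of these genes are measured by more than 1 probe. Averaging all probes of a gene turned these values to 0.36 and 0.28 for Sh3pxd2a and to 0.12 for Ces2. For a few genes, a single pup lay apart from the narrow range of its group. Ces2 and Ciapin1 were highest in control female 831, Stim2 in hypo+ male 454 and Ihh in hypo female 743. Sned1 and Stim2 were lowest in control male 522, 2310003H01Rik in hyper male 864 and Sh3pxd2a in hyper female 499.

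**Figure D2:**
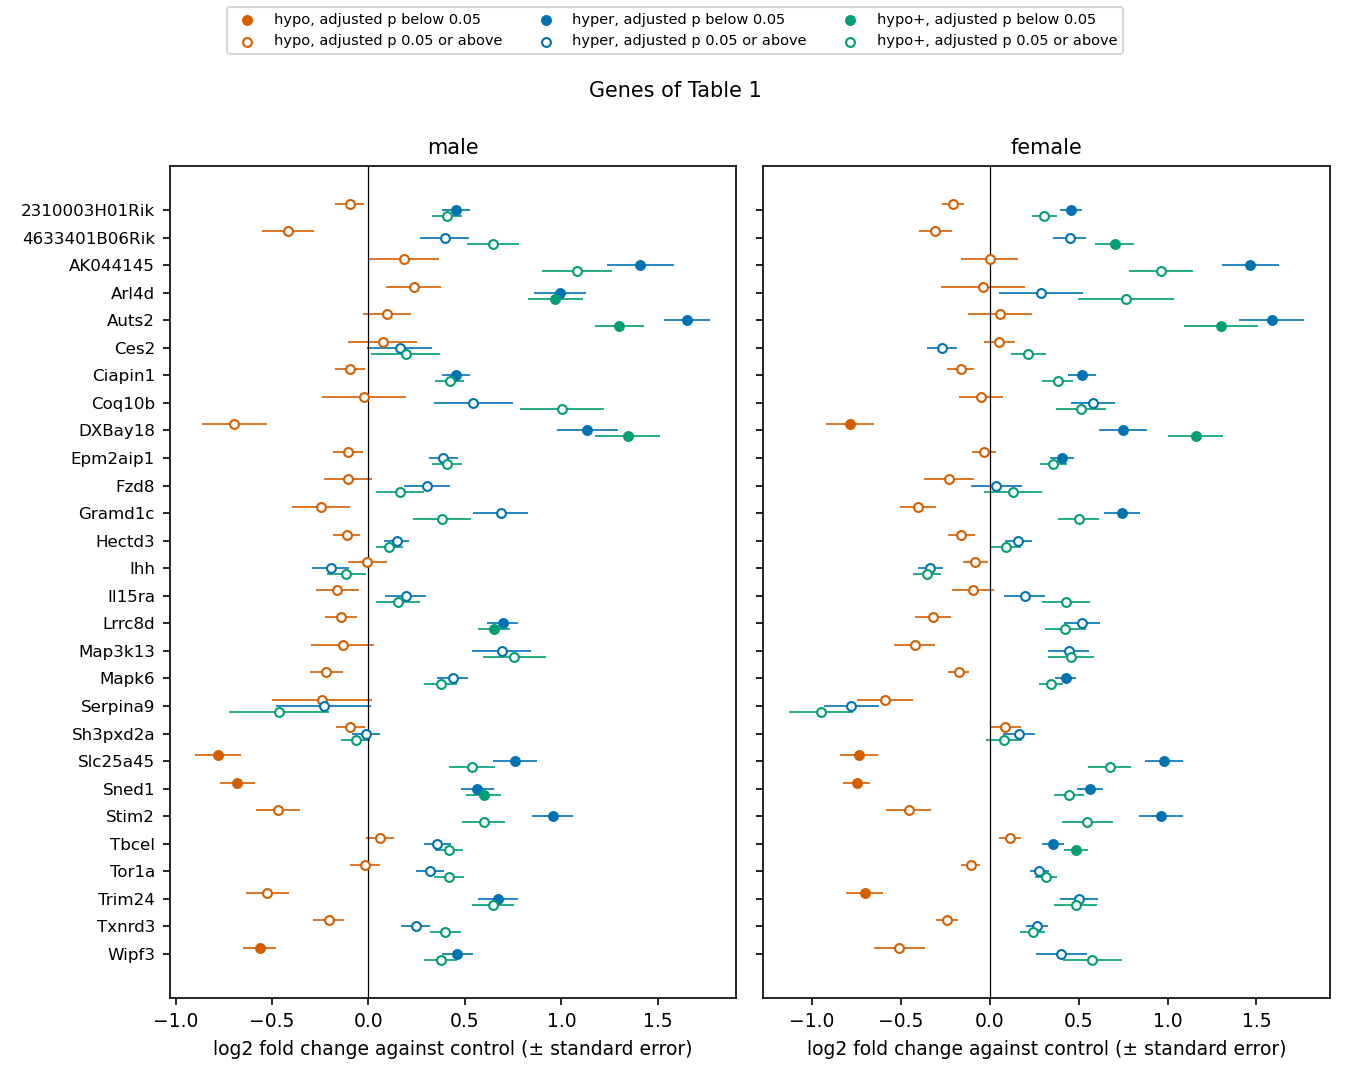
Log2 fold-changes relative to controls, with the SE of the fit, of the 28 genes in Table 1 in hypo, hyper and hypo+ males (left) and females (right), by 1 probe per gene. Filled points have an adjusted p below 0.05, and most values for hyper and hypo+ pups lie above 0, with the exceptions of Ihh, Serpina9, Sh3pxd2a in males and Ces2 in hyper females.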

All fold-changes have an adjusted p ≤ 0.05. Asterisks (*) denote genes that were analysed by RT-qPCR. See Additional File 1 and 2 for p-value data.

### Microarray Data Validation and Hypothyroid Replacement Analysis

Microarray data were validated using real time RT-qPCR for subsets of significantly altered genes (FDR p < 0.05). 

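Thrsp, which encodes a regulator of lipid synthesis, had a log2 ratio of 2.37 ± 0.20 (SD, n = 4) in control males and 0.82 ± 0.63 (SD, n = 4) in hypo males. The log2 fold-change in hypo pups was -1.55 in males (SE 0.41, adjusted p = 0.358) and -1.48 in females (SE 0.31, adjusted p = 0.0768). All 4 hypo males and 4 of 5 hypo females lay below all controls of their sex, and the remaining female, pup 893, had a ratio of 1.78. Me1, a malic enzyme, had a log2 fold-change of -0.42 in hypo males (SE 0.12, adjusted p = 0.468) and -0.46 in hypo females (SE 0.10, adjusted p = 0.109), with 4 of 4 males and 4 of 5 females below all controls. Neither gene was called in hypo pups. Under the 13 alternative settings, Thrsp in hypo females was called in 2 and Me1 in hypo females in 3, and neither gene was called in hypo males.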

First, we investigated the responses of three genes that have previously been shown to be directly regulated by TH (Thrsp, Dio1 and Me1; Table 2). Some of these genes were only significant with RT-qPCR (e.g. Dio1 in hyper males and females was not identified as differentially expressed on the microarray; Table 2). Thus, the data produced by the microarray analysis are likely to be conservative, and include some false-negatives.

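In hyper pups, Dio1 increased by 0.37 on the log2 scale in males (SE 0.19, adjusted p = 1) and by 0.29 in females (SE 0.27, adjusted p = 0.967). Of the hyper pups, 3 of 5 males and 1 of 5 females lay above all controls of their sex, the latter being pup 585 with a log2 ratio of 7.14. Thrsp increased by 0.74 in males (SE 0.39, adjusted p = 1) and by 1.28 in females (SE 0.31, adjusted p = 0.18), with 5 of 5 hyper pups above all controls in both sexes. Me1 increased by 0.34 in males (SE 0.12, adjusted p = 0.959) and by 0.39 in females (SE 0.10, adjusted p = 0.269). Under the 13 alternative settings, Me1 in hyper females was called in 3, and the other changes given here in none. From genes that only RT-qPCR found significant, the paper reasons that the microarray results are likely conservative.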

**Table 2:** Microarray and RT-qPCR results for known TH-regulated genes.

		Microarray		RT-qPCR	
		
Gene	Group	FC	p-value	FC	p-value
**Male Pups**					
Thrsp	Hypo	**-2.8**	**0.036**	**-5.0**	**0.032**
	Hyper	1.6	0.999	2.4	0.170
Dio1	Hypo	**-2.6**	**0.000**	**-4.9**	**0.015**
	Hyper	1.3	0.999	**1.5**	**0.029**
Me1	Hypo	-1.4	0.379	-1.4	0.099
	Hyper	1.3	0.632	**1.5**	**0.017**
**Female Pups**					
Thrsp	Hypo	**-2.7**	**0.000**	**-5.0**	**0.033**
	Hyper	**2.4**	**0.019**	**4.6**	**0.010**
Dio1	Hypo	**-3.2**	**0.000**	**-7.8**	**0.001**
	Hyper	1.2	0.983	**1.5**	**0.008**
Me1	Hypo	**-1.4**	**0.045**	-1.3	0.143
	Hyper	1.3	0.095	**1.7**	**0.002**

Fold-changes are presented for treated animals relative to control animals; n = 4 for all groups except for hyper, where n = 5. Fold-changes (FC) and p-values are in bold when p ≤ 0.05.

Second, we validated several genes suspected of being directly regulated by TH using RT-qPCR. For this analysis, we compared gene expression changes in the four treatment groups, as well as in a group of animals subjected to the hypo+ treatment but whose circulating T4 levels were substantially higher than those in the hypo+ animals used for microarray analysis (i.e., the hypo++ group). Here we present the results from the hypo+ and hypo++ groups when compared to control data (Table 3). 

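In hypo+ males on the microarrays, Auts2 and Sned1 were called among the genes of Table 3, and Sned1 had a log2 fold-change of 0.60 (SE 0.09, adjusted p = 0.0224). Slc25a45 increased by 0.54 in hypo+ males (SE 0.12, adjusted p = 0.229), Tor1a by 0.42 (SE 0.08, adjusted p = 0.113), 2310003H01Rik by 0.41 (SE 0.08, adjusted p = 0.12) and Trim24 by 0.64 (SE 0.11, adjusted p = 0.0621). For these 6 genes, 4 of 4 hypo+ males lay above all control males. Among hypo+ females, Serpina9 changed by -0.95 (SE 0.18, adjusted p = 0.157) and Ihh by -0.35 (SE 0.08, adjusted p = 0.304), with 3 of 3 pups below all controls for both genes. Hectd3 changed by 0.09 in hypo+ females (SE 0.09, adjusted p = 1) by one probe and by 0.44 by another with the same identifier, and 1 of 3 pups lay above all controls by the first.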

The direction of fold-change was consistent with the microarray data for each of the nine genes selected for RT-qPCR validation. A significant fold-change in the hypo++ group was observed in all genes evaluated except for Tor1a and Trim24.

**Table 3:** Microarray and RT-qPCR results for the male hypo+ and male hypo++ treatment groups.

		Microarray		RT-qPCR	
		
Gene	Group	FC	p-value	FC	p-value
Slc25a45	Hypo+	**1.5**	**0.000**	1.6	0.314
	Hypo++			**2.4**	**0.000**
Hectd3	Hypo+	*1.4	**0.000**	*2.4	**0.026**
	Hypo++			**1.7**	**0.005**
H01Rik	Hypo+	**1.3**	**0.026**	**2.8**	**0.011**
	Hypo++			**1.4**	**0.008**
Tor1a	Hypo+	**1.3**	**0.026**	1.6	0.117
	Hypo++			1.1	0.501
Auts2	Hypo+	**2.5**	**0.000**	**5.3**	**0.006**
	Hypo++			**5.6**	**0.002**
Serpina9	Hypo+	*-1.9	**0.000**		
	Hypo++			**-5.0**	**0.000**
Sned1	Hypo+	**1.5**	**0.000**	**2.4**	**0.027**
	Hypo++			**2.4**	**0.041**
Trim24	Hypo+	**1.5**	**0.000**	2.9	0.398
	Hypo++			1.5	0.352
Ihh	Hypo+	*-1.2	**0.047**		
	Hypo++			**-2.0**	**0.041**

The hypo++ group was not included in the microarray analysis. The fold-changes represent treated relative to control animals; for RT-qPCR data n = 5 for each group. Fold-changes (FC) and p-values are in bold when p ≤ 0.05. Asterisks (*) denote that the data were taken from female pups due to the absence of significant data from male pups. H01Rik corresponds to 2310003H01Rik. Absence of data for RT-qPCR values were because of undetectable signal due to low expression level.

### Bioinformatics Analysis of Direct TH-Regulated Genes

A search for TREs in the 28 regulatory regions of genes suspected to be under direct TH-regulation (Table 1) identified 196 TREs in 24 different genes. When locally aligned with the rat promoter region of the corresponding orthologs, the list was reduced to 68 TREs in 20 different genes. Once this was accomplished, the remaining TREs were locally aligned with the human promoter region of the corresponding orthologs to produce the final list of 33 TREs found in 13 different genes (Table 4). The candidate TRE sequences in rats or humans were within 2 kb of the relative distance of the putative TRE identified in mice, and had two or less mismatches when compared to the mouse TRE. Thus, this final list of 33 TREs provides the most likely candidate TRE-containing promoters that may be conserved between mice, rats and humans.

**Table 4:** TREs identified using bioinformatics searches of promoter regions of genes characterized as being directly regulated by THs.

		Mouse		Rat			Human		
		
Gene	Type	**Pos**.	TRE	**Pos**.	TRE	MM	**Pos**.	TRE	MM
H01Rik^‡^	DR4	1597	**GGGTCA**CCAG**GGGCTA**	1513	**GGGTCA**CCAG**GGGCTA**	0	1709	**GGGTCA**CCAG**GGGCTG**	1
H01Rik^‡^	DR4	-5778	**AGGGCA**GCAG**AGCTGA**	-5806	**AGGGCA**GCAG**GGCTGA**	1	-7091	**AGGGGC**AGGC**AGCTGA**	1
							-4046	**AGGGAA**AGAC**AGCTCA**	2
H01Rik^‡^	DR4	281	**AGGTCA**GGCG**AGGGCA**	243	**AGGTCA**GGCG**AGGGCA**	0	1176	**TGGTCA**GGCC**TGGGCA**	2
H01Rik^‡^	IR0	-2311	AGGTGAAGCCCT*	-2421	**AGGTGAAGCCCT**	0	-3415	**CGGTGAAACCCT**	2
Arl4d	DR4	-2529	**AGGCCA**GCCA**GGGCTA**	-1594	**AGGCTA**GCCT**GGGCTA**	1	-1286	**AGGCCT**CAAA**GGGCTT**	2
							-922	**AGGCCG**ATGT**GGGCGA**	2
Ces2	DR4	-5950	**AGGCAA**AGCA**AGGTCT**	-7139	**AGGCAA**CTGC**AGGTTT**	1	-7548	**AGGCAA**AAGC**TGGGCT**	2
							-7219	**TGGCAA**TCTG**AGCTCT**	2
							-4185	**AGCTAA**GCCA**AGGTCT**	2
Fzd8	DR4	-143	**CGGTCA**CCCC**AGGAGA**	6	**CGGTCA**CCCC**AGGAGA**	0	399	**CGGTCG**GGCC**AGGCGA**	2
Hectd3	ER6	-7433	**TGGCCT**GAAGATAGGACA*	-6784	**TGGCCT**CTCCTA**TGGACA**	1	-7570	**TGGCCT**ACAACC**AGGATA**	1
							-6806	**GGGCCA**ATGCTC**AGGACA**	2
Hectd3	DR4	-3516	**AAGTCA**CCTG**AGGAGA**	-5475	**AAGTCA**CCTG**AGGAGA**	0	-2992	**AAGTCA**TTTG**GGGAAA**	2
Ihh	ER6	-5766	**TGACCT**TTATGC**AAGTCA**	-6131	**TGACCT**TTATTC**AAGTCA**	0	-4898	**CCACCT**CTGTTC**AAGTCA**	2
Serpina9	DR4	31	**AGGACA**ACAA**GGGCGA**	31	**AGGACA**ACAA**AGGCGA**	1	167	**AGGACA**GGGC**AGGAGA**	2
Slc25a45	DR4	-4642	**AGGATT**TCTAAGGCCA*	-5175	**AGGATT**TCTA**TGGCCA**	1	-6373	**AGGTTT**GCAA**TGGCCA**	2
Sned1	DR4	409	**AGGTGG**AATG**AGGACA**	317	**AGGTGG**AATG**AGGACA**	0	332	**AGGTGG**AATG**AGGACA**	0
							-864	**AGGTGG**GGGC**AGGACT**	1
Sned1	ER6	217	**TCACCC**CGAAGC**AGGACG**	125	**TCACCC**CGAAGC**AGGACG**	0	125	**TCACCC**CCAAGC**AGGACG**	0
Tbcel	DR4	15	**GGGTCA**GCAT**AGGACA**	-7	**GGGTCA**ATGC**AGGACA**	0	15	**GGGTCA**ATGC**AGGACA**	0
Tbcel	IR0	920	**AGGACAAGTCCC**	891	**AGGACAAGTCCC**	0	649	**AGGACATGTCCC**	1
							1157	**GGGACAAGCCCC**	2
							470	**GGGACCAGTCCC**	2
Tbcel	DR4	1361	**AGGCCA**GCCT**GGGCTA**	1371	**AGGCCA**GCCT**GGGCTA**	0	-230	**AGGACA**ATAG**GGGCTG**	2
Tor1a	DR4	-2364	**AGGACA**GCCAGGGCTA*	-4242	**AGGAAA**CACA**CGGCTA**	2	-1610	**AGGATA**CTCC**GGGCTC**	2
Tor1a	DR4	1648	**AGGTTA**GTCT**GGGCTA**	1638	**AGGTTA**GTCT**GGGCTG**	1	552	**CGGTTG**GCTG**GGGCTA**	2
Tor1a	DR4	-2729	**AGGACA**GCCA**GGGCTA**	-4242	**AGGAAA**CACA**CGGCTA**	2	-1610	**AGGATA**CTCC**GGGCTC**	2
Tor1a	DR4	-4783	**AGGCCA**CTTC**AGGTTG**	-6425	**AGGCCA**GAAG**AGGGTG**	1	-6272	**AGGCCA**AGGC**AGGAGG**	2
							-6628	**AGGCCA**GGCA**CGGTGG**	2
Trim24	DR4	295	**AGGACA**ATGG**AGGTGG**	-5	**AGGACA**ATGG**AGGTGG**	0	336	**AGGACA**ATGG**AGGTGG**	0
Txnrd3	IR0	372	**GGGTGATGATCT**	362	**GGGTTATGATCT**	1	1423	**GGGTGGTGATCT**	1
							1876	**GGGTGATAACCT**	2
**Previously Characterized TREs**									
Klf9^a^	DR4	-3804	**AGGTGA**AGTG**AGGTCA**	-3819	**AGGTGG**GGCG**AGGTCA**	1	-2875	**AGATTG**TCTG**AGGTTA**	4
Mbp^b^	ER6	-192	**GGACCT**CGGCTG**AGGACA**	-138	**GGACCT**CGGCCG**AGGACA**	0			

TREs were found to be conserved between mice, rats and humans (i.e., within 2 kb of the mouse TRE and with 2 or less mismatches (MM) when compared to the mouse TRE). MMs were only considered in the bolded half-sites. Positions (Pos.) of the TREs are presented in reference to the transcription start site of the associated gene. Two previously characterized TREs are presented at the bottom of the table. * TREs validated by ChIP-PCR. ^‡ ^Corresponds to 2310003H01Rik. ^a ^Characterized by [40]. ^b ^Characterized by [41,42]; bolding of half-sites and positions of TRE were corrected.

### ChIP-PCR Analysis

ChIP-PCR, using euthyroid livers, was performed to validate TR-TRE binding of six TREs selected from the list of genes thought to contain conserved TREs (Table 4). TRβ-1 antibody was used to precipitate the protein-DNA complexes followed by PCR analysis to compare TI (not precipitated) to IP samples. Antibody specificity has previously been demonstrated [17]. Mlxipl was used as a positive control as it binds TR in its promoter region, whereas β-actin was used as a negative control. Mean enrichment of Mlxipl compared to β-actin is shown as well as the individual enrichment of the three biological samples (Figure 3A). TREs identified in the promoter regions of Tor1a, 2310003H01Rik, Hect3d and Slc25a45 were enriched by 4-fold or more in the IP compared to TI (Figure 3B-E). Candidate TREs analysed in the promoter regions of Ihh and Arl4d showed no apparent enrichment in the IP samples (data not shown).

**Figure 3:**
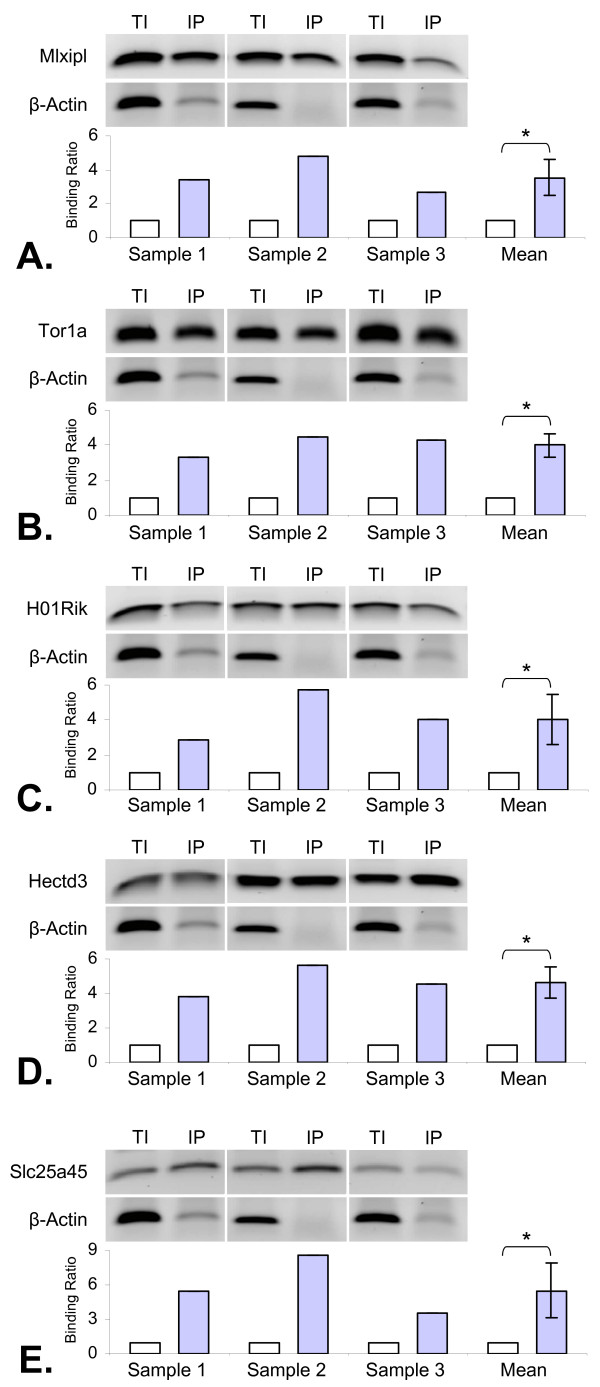
**Relative enrichment of newly identified TREs determined by ChIP-PCR**. The top half of each section shows the amplicons run on an agarose gel, and the bottom half shows relative enrichment of the immunoprecipitated (IP) samples and the total input (TI) samples when compared to β-actin enrichment. ChIP-PCR validation of negative (β-actin) and positive (Mlxipl) controls are presented in section (A). Sections (B) to (E) show enrichment of Tor1a, H01Rik (2310003H01Rik), Hectd3 and Slc25a45. Asterisks (*) denote a significant difference, p ≤ 0.05, determined by student t-test. The mean enrichments (± standard deviations) are also presented for each section. All presented immunoprecipitated enrichments were significant (p ≤ 0.05 determined by student t-test) when compared to total input, except for β-actin.

### Electrophoretic Mobility Shift Assays

EMSAs were used to demonstrate the ability of the suspected TREs to bind to the TR. A DR4 containing two perfect half-sites (AGGTCA) was used as a positive control and showed a shift in electrophoretic mobility and a decrease in detection (30-fold decrease) when unlabelled probe was added (Figure 4). The DR4 positive control tested with an antibody against TRα/β exhibited a decrease in signal (7-fold decrease) of the shifted bands, and a slightly detectable supershifted band. In contrast, the non-specific mouse IgG antibody showed no reduction in detection of the shifted bands. Probes with sequences of suspected TREs associated with the genes Slc25a45, Hectd3 and Tor1a all showed a shift in electrophoretic mobility, as well as a decrease in detection when unlabelled probe (24, 17 and 2.5-fold decrease, respectively) or unlabelled DR4 positive control probe (92, 68 and 20-fold decrease respectively) was added (Figure 4). Thus, the EMSA results help to support the idea that the TR can bind to putative TREs in the promoter regions of Slc25a45, Hectd3 and Tor1a.

**Figure 4:**
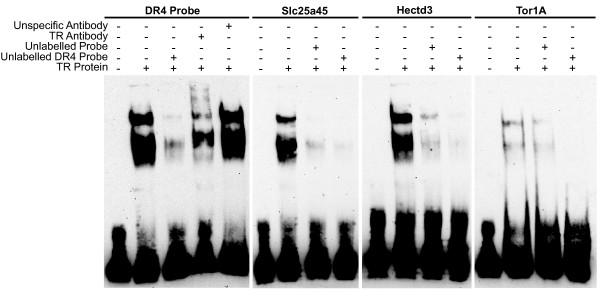
**Examining the potential binding of candidate TREs by EMSA**. The left panel shows results using a classic DR4 TRE with two "AGGTCA" half-sites. The next three panels show gel shifts when using a probe targeting candidate TREs in the promoter regions of Slc25a45, Hectd3 and Tor1a.

## Discussion

To identify direct transcriptional targets of TH and genes containing TREs, we produced global gene expression profiles in hypothyroid and hyperthyroid mouse models established by short-term exposure to MMI and perchlorate and/or TH injection. PND 15 livers were studied as animals of this age have circulating T4 levels higher than at any other age [20] and the liver is widely studied as a model of TH action. In the hypo pups TH levels were altered for three days, whereas in the hyperthyroid pups TH levels were altered for four hours immediately before tissue collection. Concentrations of anti-thyroid agents used in the hypo exposure and concentrations of injected THs were not unusually high when compared to other similar studies [17,33]. 

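Reg1, which encodes a protein of the acinar cells of the pancreas, had the largest fold-changes of Additional File 1. Its log2 fold-change was -3.89 in hyper males (SE 1.17, adjusted p = 0.777) and -3.86 in hypo males (SE 1.23, adjusted p = 0.563), and it was not called. Only 1 of 5 hyper and 2 of 4 hypo males lay below all control males, because the controls differed among themselves. The log2 ratio of Reg1 was 7.50 and 6.93 in control males 832 and 522, and 0.10 and 1.73 in the other control males. Without pup 832 the log2 fold-change in hyper males was -2.75, and without pup 522 it was -2.94. Without control male 881, in which Reg1 was low, it was -5.21. Reg1 was also high in hypo+ males 546 and 454 (3.04 and 3.17) and in hypo+ female 763 (3.07), where another acinar gene, Cpb1, was 0.30, 0.15 and 0.02. Other acinar genes were high in control males 832 and 522. Over 18 acinar markers outside Additional File 1, the mean log2 ratio was 3.72 in control male 832 and 3.46 in control male 522, against 0.43 and 0.48 in the other control males and between 0.41 and 0.57 in the 13 treated males. Of these 18 markers, 14 were over 4-fold higher in each of pups 832 and 522 than in the other control males. In females, the mean over all 23 markers on the array was 2.98 in control pup 831 and 1.74 in hypo+ pup 543.

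**Figure D3:**
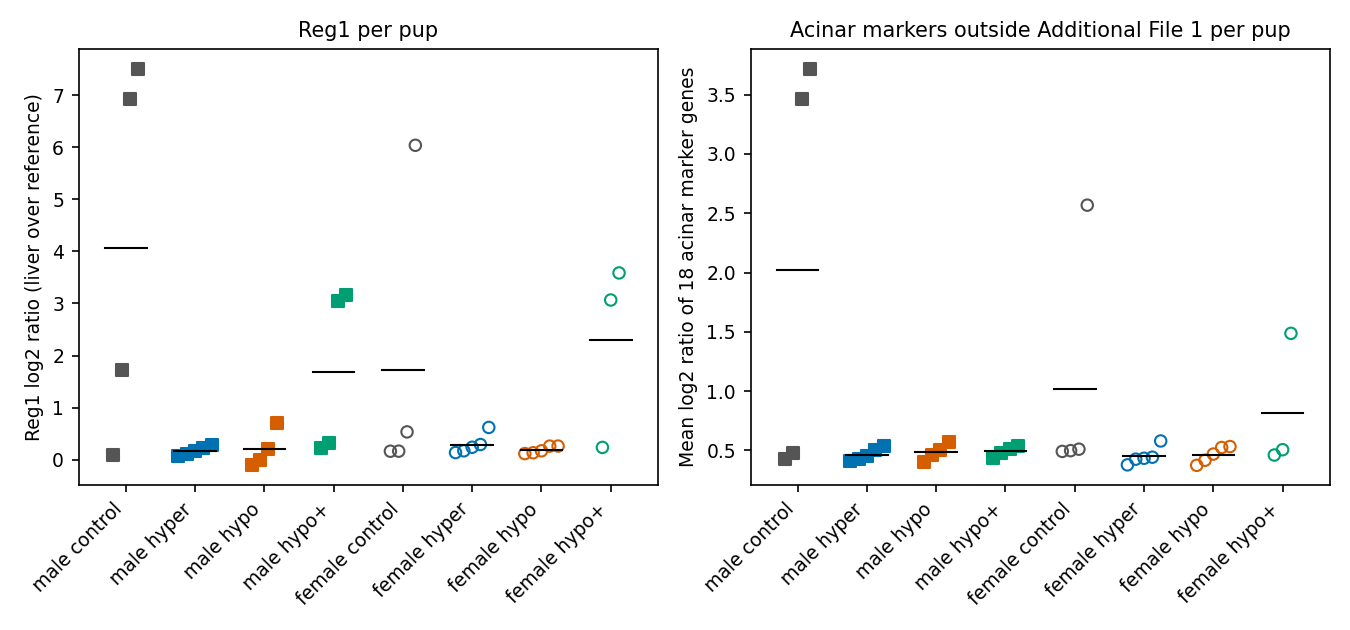
Log2 ratio of pup to reference for Reg1 (left) and mean log2 ratio over 18 acinar markers outside Additional File 1 (right), with one point per pup and a line at the mean of each group. In the right panel, control males 832 and 522, control female 831 and hypo+ female 543 lie at 1.49 or above, and all other pups lie between 0.37 and 0.58.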

Several hundred genes were responsive to this short-term treatment, with fold-changes as high as 13.8. However, the vast majority of these genes had relatively small fold-changes (i.e., < 3-fold). 

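Here, 216 of the 220 significant changes were smaller than 3-fold, or 98.2%. In the paper's Additional Files 1 and 2, by the paper's own values, 98.3% of 586 significant changes are smaller than 3-fold.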

When filtered on a 2.0 fold-change cutoff, only 31 genes in females and 27 genes in males were perturbed, with an overlap of 14 genes.

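With a change of at least 2-fold required in addition to an adjusted p below 0.05, 17 genes in females and 14 in males remained, and 9 genes were shared. Without control female 523 the number in females was 11, and without hypo male 311 the number in males was 8.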

PCA confirmed that the microarray data clustered by sex and by treatment type suggesting that there are significant differences at the level of gene expression between i) male and female pups and ii) control, hyper, hypo and hypo+ pups. GO analysis identified multiple pathways involved in oxidative stress and xenobiotic metabolism/signalling, as well as confirming the enrichment of genes in TR/RXR activation (Additional File 3). The focus of the present research was to identify direct TH-target genes, rather than conduct a detailed mechanistic analysis. Thus, the data were mined specifically to identify direct TH-regulation and search promoters for putative TREs.

As previously mentioned, studies characterizing TH hepatic gene regulation have been carried out by others [33-36] and by our group [18]. Although these studies were carried out using different experimental designs, animal models, and developmental stages, some important similarities in molecular functions and processes emerge including genes involved in TR and RXR activation (see Additional File 3). In addition, several specific genes previously shown to be involved in TH hepatic gene regulation, such as Me1, Thrsp and Dio1 were also found in the current study. However, our study design is unique relative to the other work described above because it is a short-term transient perturbation in TH that queries a specific developmental period to identify immediately responsive genes. The overarching goal of the work is to use a robust microarray analysis of gene expression profiling coupled with a novel TRE search algorithm to identify putative TREs. Thus, a detailed functional analysis of the perturbed genes in this study compared to the other studies has not been carried out.

To identify genes under direct TH-regulation we examined the expression of a subset of responsive genes in the hypo+ and hypo++ groups in detail. These groups were rendered hypothyroid for the majority of the 3 day exposure, and then received an *i.p*. TH injection four hours before decapitation and tissue collection. In other words, only a four hour period was allowed for transcriptional response to the TH surge. Where the direction of the transcriptional fold-change in the hypo+ group was the same as in the hyper group, but the opposite of the hypo group, we predicted that the gene in question was under direct TH-regulation. Transcript levels of some of these genes were analysed by RT-qPCR in the hypo+ and hypo++ groups (Table 3). RT-qPCR analysis confirmed a significant change in the hypo+ group for four out of the nine genes relative to vehicle controls. Analysis of the hypo++ group, which registered a much higher level of circulating serum T4 compared to hypo+, showed that seven out of the nine genes had significant fold-changes relative to control. Validation of the transcriptional response in the hypo+ and hypo++ groups help to further support our assumption that the identified genes (Table 1) are under direct TH-regulation. None of the genes identified as being directly regulated by THs have characterized TREs. 

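Relative to controls, the log2 fold-change of Thrsp in hypo+ pups was -0.17 in males and -0.10 in females, and for Dio1 it was 0.06 and 0.25. Me1 changed by 0.24 in males and by 0.49 in females (adjusted p = 0.333), where 3 of 3 hypo+ females lay above all controls. None of the 3 genes was called in hypo+ pups, but Me1 in females was called under 1 of 13 alternative settings. The sign changed with median centring for Dio1 in males (-0.13) and with normexp background correction for Thrsp in females (0.10). Relative to hypo pups, all 3 genes were higher in hypo+ pups of both sexes. Dio1 increased by 1.52 in males (adjusted p = 0.0015) and by 2.02 in females (adjusted p = 0.00201), and Me1 by 0.66 in males (adjusted p = 0.021) and by 0.95 in females (adjusted p = 0.000438). Thrsp increased by 1.38 in males (adjusted p = 0.237) and by 1.38 in females (adjusted p = 0.0919).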

Although specific genes that are commonly considered to be directly regulated by TH, such as Me1, Thrsp or Dio1, were confirmed to be differentially regulated in our experiment, they did not meet the stringent requirements set for this particular evaluation (i.e., our list of potentially directly regulated genes; Table 1). As previously described, genes were considered to be directly regulated by TH if they followed a specific expression pattern. Only genes exhibiting fold-changes with FDR-adjusted p ≤ 0.05 were considered for this analysis. However, the RT-qPCR analysis demonstrated that known TH responsive genes were responding as predicted in the animal model used (Table 2).

We retrieved the relevant DNA sequences and identified potential TREs within the promoter regions of the responsive genes (i.e., the genes in Table 1). We assumed that genes under direct TH-regulation should contain functional TREs in their promoter regions. For practical reasons, our search was limited to the immediate promoter region (from 8 kb upstream to 2 kb downstream of the TSS) even though not all response elements are located in this area. Some studies have shown that transcription factor binding sites can be exceptionally far from the chromosomal location of the genes they regulate. For example, some estrogen response elements (EREs) can be found 50 kb away from of the TSS [37], whereas others can be more than 100 kb away from the TSS [38]. In addition, interchromosomal regulatory interactions have also been documented [39]. Our gene expression profiling analysis identified 28 genes that appeared to be under direct TH-regulation. Within these 28 genes, bioinformatics mining for three different types of TREs (DR4, IR0 and ER6) revealed 196 candidate TREs. To help identify true TREs, we carried out a local alignment of promoters of these mouse genes with the promoter regions of *Rattus norvegicus *and *Homo sapien*. In the -8 kb to +2 kb promoter regions of these genes we were able to identified 33 TREs in 13 different genes. Thus, within the region examined approximately 46% of the genes possessed potentially conserved TREs that fall within the established half-site criteria.

Conservation of a stretch of DNA between all three species provides evidence of the selective importance of response element functionality. Two previously characterized TREs are presented at the bottom of Table 4. The TRE near Klf9 has been characterized in mice, rats, and humans [40]. Comparison of the TREs within the orthologous Klf9 gene of the three species shows that the TREs are within 2 kb of each other relative to the TSS. The TRE located in the Mbp gene promoter region has been characterized in mice and rats [41,42]. The TREs for Mbp for both species are within 2 kb of each other relative to the TSS and show very good half-site sequence conservation. Conservation of response elements between species has been previously observed. Similar to the current study, Bourdeau *et al*. identified EREs in 660 different pairs of orthologs between mice and humans [43]. EREs identified in proximity of these orthologs were within 2 kb of their respective TSSs. Some EREs that were conserved between mice and humans were perfect matches, whereas others had multiple mismatches in their two half-site. EREs are very similar to TREs; they are both made up of AGGTCA half-sites. The classic ERE organization is an IR3, where the two half-sites are arranged in a palindromic organization separated by a 3 bp spacer. The classic TRE, on the other hand, is a DR4 with the two tandem repeated half-sites separated by a 4 bp spacer [44], although IR0, ER6 and other TREs have also been characterized. The similarities and differences that exist between EREs and TREs suggest that the underlying mechanisms that confer response element specificity are much more complicated than was once thought. A recent paper by Phan *et al*. points out some interesting findings about nuclear receptor DNA recognition specificity [45]. The authors looked at the half-site recognition for retinoic acid receptor (RAR) and TR, which both bind to the AGGTCA half-site sequences. It was once thought that the spacing between half-sites was the only aspect that conferred specificity [46-48] although the authors discovered that there were other properties that played an important role, which included naturally occurring non-consensus half-sites, flanking sequences, and auxiliary proteins produced by the cell. These additional properties make the identification of response elements even more complex, especially considering the high degree of degeneracy of TREs; nevertheless, they are important to take into consideration. It is also important to point out that our model did not consider flanking sequences and that the PWM was built with "known" TREs that biased towards the AGGTCA classic DR4 organization. We are hopeful that future response element search tools will be more flexible and take additional details such as those described above into consideration.

Previous studies have primarily used search algorithms that allow very little variation from the classic AGGTCA half-sites. Search algorithms often only allow substitution of a position towards one specific base pair, for example, position one of the half-site would only allow for an A or a G. This is a very restricted approach since TREs can be very degenerated and, based on previously characterized TREs, position one (as well as other positions) could potentially have any of the four nucleotides. Moreover, previous search algorithms often did not allow substitutions to occur at all half-site positions and often limited the number of "mismatches" when compared to the classic AGGTCA TRE half-site. Our TRE search algorithm was much more flexible when compared to these other approaches, as the PWM scored all possible TREs and applied a score based on the probability for a given base to be located at any position of the half-site based on known functional TREs. A cut-off value was applied to this criterion to minimize false-positives. Since our approach allowed for a great deal of half-site sequence variation, a filtering or refining step was needed to reduce false-positives. We found that a cross-species comparison was an effective method to reduce the amount of false-positives, and also increases the potential utility of the new TREs for future research as they may be relevant in multiple species. Our method allowed for a larger amount of variability and as a result we identified new candidate TREs that contain some features of the classic TRE, but are substantially different.

ChIP-PCR was used to validate some of the TREs identified by the bioinformatics search. Six candidate TREs were considered for this validation work. Four showed enrichment by TR-immunoprecipitation, whereas the two others did not show enrichment. This suggests that the FDR is approximately 33%, but our sample size for this estimate is quite low. The lack of identification of TREs in certain genes could be attributed to various factors. TREs could be present in the promoter regions of genes thought to be directly regulated by TH but are undetected by the bioinformatics tools currently available (i.e., do not exhibit the classic characteristics). Functional TREs have been described with a high level of degeneration, multiple spacer sizes and various half-site organizations [18,49-52] with a structure divergent from the models on which our identification algorithm was based. Consequently our model may have been too conservative to identify other functional TREs in these genes. Alternatively, TREs may truly be absent from the promoter regions of these genes. Expression may be tied to TH action through intermediate regulatory mechanisms. Non-genomic actions of TH have also been characterized [53], by which TH activation of plasma membrane receptors induces signal transduction pathways leading to various genomic or cellular responses, although some claim that the non-genomic effects of THs do not play a significant role during vertebrate development [54]. MicroRNAs (miRNAs) could also potentially regulate TH-mediated mRNA expression. We recently identified significant alterations in 40 different miRNAs in the livers of PND 15 hypothyroid mice [32]. Lastly, within our list of significantly altered genes (FDR adjusted p ≤ 0.05), several transcription factors are present, including Rarβ, Esr1 and Nr3c1 (see Additional File 1 and 2). Thus, genes present within our list may be under the control of other transcription factors that are directly regulated by THs. For example, Esr1 expression is decreased in hypothyroid female mice. This could lead to many downstream transcriptional effects since Esr1 is a transcription factor that has been shown to interact with 18 different nuclear receptors (Nuclear Receptor Signaling Atlas, http://www.nursa.org).

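Rarb increased in hyper pups by 0.62 on the log2 scale in males (SE 0.10, adjusted p = 0.0324) and by 0.54 in females (SE 0.11, adjusted p = 0.0797), with 5 of 5 hyper pups above all controls in each sex. Among 13 alternative settings, Rarb was called in 8 in males and in 6 in females. Nr3c1 is measured by 3 probes. In hypo females, the brightest probe for Nr3c1 gave a log2 fold-change of -0.08 (SE 0.11, adjusted p = 1) and the others -0.35 and -0.16, and the gene was not called by the brightest probe. With median centring the value for Nr3c1 in hypo females was 0.03. In hypo+ males, pup 363 lay above the others for Nr3c1.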

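In hypo females, Esr1 had a log2 ratio of 2.47 ± 0.10 (SD, n = 5), against 3.05 ± 0.19 (SD, n = 4) in control females. The log2 fold-change was -0.58 (SE 0.10, adjusted p = 0.0257), and 5 of 5 hypo females lay below all controls. A second probe for Esr1 gave -0.18. The gene was called in 8 of 13 alternative settings, and for 6 of the 17 arrays, among them control female 394 (adjusted p = 0.102), leaving out that array took the adjusted p above 0.05. In hypo males, Esr1 changed by -0.43 (SE 0.14, adjusted p = 0.631). The difference between the sexes in this response was not significant for any gene.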

ChIP-PCR revealed significant enrichment for some of the stretches of DNA thought to be involved in TR interactions. TRs are thought to be bound in both presence and absence of THs, thus ChIP-PCR was only performed with euthyroid animals. Importantly, the PCR primers targeted a DNA fragment with an average size of 168 bp which includes the putative TRE. In total, four TRE sites were validated by ChIP-PCR. The TREs identified in the promoter regions of Tor1a and Slc25a45 correspond to a DR4 organization. The TRE identified in the promoter region of Hectd3 corresponds to an ER6 organization, whereas the TRE identified in the promoter region of 2310003H01Rik corresponds to an IR0 organization. The genomic locations of these newly identified TREs all fall in upstream promoter regions, -2.3, -4.6, -7.4 and -2.3 kb from their respective TSS. Most TREs identified to date in the mouse genome are located in upstream promoter regions, and more then 70% are within the 0 to -2.5 kb upstream region. The TRE that is the furthest from a TSS that has been characterized to date in mice is in the promoter region Klf9, and is -3.8 kb from its TSS. This information is based on the 14 mouse TREs that we were able to find in the literature (list available on request). Since 50% of the TREs we have characterized here are outside these bounds, our findings suggest that TREs are not necessarily found more often within the 2 or 3 kb upstream promoter region. The TRE associated with 2310003H01Rik was not validated by EMSA. This could be due to the fact that recombinant purified protein samples were used, as opposed to tissue or cellular extracts. Extracts would include other transcription factors, such as TR's known heterodimer partner RXR, which may be required for the DNA-protein interaction to occur at a detectable level. In contrast, the TREs associated with Slc25a45, Hectd3 and Tor1a were validated by EMSA, each showing a shift in the presence of TR proteins and a decrease in detection when unlabelled probe or DR4 unlabelled probe was added. The addition of unlabelled probe demonstrates the specificity of the shifted band, whereas the addition of the unlabelled DR4 probe demonstrates that the shifted band was caused by an interaction with the TR protein, since a supershift using an antibody against TR was shown for the DR4 positive control probe. A correlation between the ChIP-PCR and EMSA results was observed. Scl25a45 has the strongest enrichment measured by ChIP-PCR, followed by Hectd3 and Tor1a. Slc25a45 again showed the strongest decrease in signal intensity when unlabelled specific probe was added in the EMSA, followed by Hectd3 and Tor1a.

Slc25a45 is involved in the transportation of molecules across the mitochondrial membrane [55]. THs have been shown to induce mitochondrial biogenesis and enhance ATP production [56]. The identification of a TRE in the vicinity of the TSS of this transporter could be an indication of its involvement in TH-dependant mitochondrial biogenesis. Hectd3 is a ubiquitin ligase. In humans, it has been shown to directly bind TARA, a guanine nucleotide exchange factor involved in regulating actin cytoskeletal reorganization, cell mobility, and cell growth [57]. THs have also been shown to play a role in cytoskeletal protein regulation [58]. Thus, a TRE in the promoter region of Hectd3 could link this gene to cytoskeletal regulation via THs. In mice 2310003H01Rik is the predicted ortholog of FAAP100, Fanconi anemia-associated protein, 100 kDa [59]. FAAP100 is involved in the Fanconi anemia (FA) core complex, which plays a role in the DNA damage response network [59]. FA is a genetic disease that results from defects in proteins involved in DNA repair. People affected by FA have physical anomalies, short stature, and are predisposed to cancer arising from chromosomal instability [60]. Children with FA have a high risk of endocrine abnormalities including hypothyroidism [61]. A recent study found that TH therapy could improve the linear growth of children suffering from FA [60]. The identification of a TRE in the promoter region of 2310003H01Rik could shed light on the underlying mechanisms leading to hypothyroidism in FA patients. Tor1a is an adenosine triphosphatase. Mutation of this gene has been linked to early onset dystonia and Parkinsonism [62]. Dystonia is a disorder characterized by sustained muscle contractions often causing twitching and repetitive movements or abnormal posture. THs are important for proper muscle development and maintenance [63]. Thus, the presence of a TRE in the promoter region of Tor1a could suggest a potential role for TH-Tor1a interaction in muscle development.

## Conclusions

Using transcriptional profiling analysis we were been able to identify genes suspected of being directly regulated by THs in male and female mice. Bioinformatics mining of the promoter regions of these genes revealed 33 candidate mouse TREs potentially conserved between rats and humans. ChIP-PCR and EMSAs were employed to validate the mouse TREs. We provide evidence of four new TREs in the promoter regions of Tor1a, Slc25a45, Hectd3 and 2310003H01Rik. The results provide data to develop a stronger model for the TRE sequence motifs that direct TR binding, identify key genes that may be important for TH mediated effects, and help to further characterize the mechanisms by which TH directly regulate gene expression.

## Authors' contributions

Conceived and designed the experiments: MP, HD, MW and CY. Performed the experiments: MP, HD and RG. Analyzed the data: MP, RG, AW and MM. MP drafted the manuscript. All authors revised and approved the final manuscript.

## Supplementary Material

Additional file 1 **Altered genes in male pups, with a FDR-adjusted p < 0.05 in at least one of the treatment conditions**. Click here for file

Additional file 2 **Altered genes in female pups, with a FDR-adjusted p < 0.05 in at least one of the treatment conditions**. Click here for file

Additional file 3 **The five most affected pathways, using the list of all significant genes (significant in at least one treatment condition), along with the names of the genes that were affected by TH treatment within the pathway**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

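The arrays measured liver RNA of 34 pups at PND 15, 17 of each sex, in 8 groups formed by sex and treatment (control, hyper, hypo and hypo+). Each array compared 1 pup, labelled with Cy5, with the universal mouse reference, labelled with Cy3. The paper states that 2 arrays of each sex were removed as outliers before its analysis, and these are not analysed here. Serum T4, RT-qPCR, the hypo++ group, ChIP and the search for response elements have no array and are not analysed here either. Samples were assigned to sex, treatment and animal by their deposited titles, and no array was left without a group.

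For each spot, the authors deposited the intensity files of the scanner software, Feature Extraction, which hold the median signal of each channel without background subtraction or dye normalization. The same deposited files hold a log10 ratio of Cy5 to Cy3 that the software computed from background-subtracted, dye-normalized signals, by the description in the file headers. The authors also deposited their own log2 ratio of Cy5 to Cy3 for each spot. The deposited table does not state its scale, and the log2 scale was found by comparing it with the scanner values of each array. The paper's methods name loess normalization in MAANOVA, and it was inferred that these values are the result of that step.

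The analysis started from the median signals. Control spots were left out, as were the spots that the software had marked as non-uniform or as population outliers in either channel or that carried a manual mark, which were 77 to 212 spots per array with a median of 136. The log2 ratio was normalized by loess within each array in limma 3.58.1 under R 4.3.3, and the spots of each of the 41174 probes were averaged. The files name probes by a systematic name and give no gene symbol. Of 33541 systematic names, 16806 were matched to a symbol by their RefSeq accession, 95 were named through the paper's own tables, and 16640 were kept as identifiers, which gave 33236 genes. A gene was counted as called when any of its probes was. Where a value is given for a gene, it comes from the probe whose accession Table 1 gives, or else from the probe with the highest mean signal. For Fzd8, Sh3pxd2a and E2f8, the paper's Additional Files name another accession than the probe used by this rule, and for Ces2 and Hectd3 a pair of probes with the same identifier gave different values. Fold-changes of these genes therefore depend on the probe.

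Median Cy5 signals per array lay between 146 and 199. The Cy5 limit set by 153 negative control spots (the 5% trimmed mean plus 3 trimmed SDs) lay between 85.0 and 106. Median Cy3 signals lay between 64 and 100, and 61.8% to 82.4% of non-control spots per array were well above background in Cy3. No Cy5 spot and 1 Cy3 spot outside the controls was saturated. Arrays give no counts, so that precision rests on the number of arrays in each group.

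Males and females were fitted separately in limma with 4 groups each. Each treatment was compared with control, and hypo+ was also compared with hypo. P-values were adjusted by Benjamini-Hochberg over all probes of a comparison with a threshold of 0.05, and a fold threshold of 2 was applied where stated. The difference between the sexes in their response was tested in 1 fit of 8 groups. PCA used mean-centred, scaled values of all genes called in any treatment, and its separation was measured by the mean silhouette width on 3 components with 10000 permutations of the labels. Single pups far from their group were sought with Dixon's gap test in groups of 4 and 5.

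The genes named in the text were set by a rule written before the data were examined. They are the genes of Tables 1, 2 and 3, Hprt, Rarb, Esr1, Nr3c1 and Reg1, the 3 genes with the largest mean change among those called in both sexes for each treatment, marker genes, and genes in which a single pup lay far from its group. The marker lists, also written before, cover pancreatic acinar cells (23 of 26 genes on the array), erythroid cells (10 of 12), targets of NRF2 outside Additional File 3 (15), targets of CAR and PXR (8) and sex-linked genes (5). Outside this rule, AK009137, Gstm3, Nqo1, Aox1 and Ephx1 are named with the tests in which they appear.

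As alternatives, normexp background correction with an offset of 50, median centring in place of loess, the authors' log2 values, the log10 ratios turned to log2, and the quantile-normalized Cy5 channel alone were analysed. Probes were also restricted to those present above the negative controls, and all probes of a gene were averaged before the test. In the model, the slide was entered as a fixed or as a random block, only the compared groups were fitted, both sexes were fitted together, the litter, inferred from the first 2 digits of the animal number, was entered as a random block for the interaction, and the Fs statistic was used with 100 shuffles of the residuals. Each of the 34 arrays was left out in turn. For the PCA, all probes present on every array and only 2 components were used. The scan batch as a fixed block, and the PCA on the genes of Additional Files 1 and 2, were added after the data were seen. Where a gene is said to be called in some of 13 alternative settings, these are the 12 set before and the scan batch.

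The procedure was tested on simulated data with the residual spread of these arrays, drawn independently for each array. The shared deviations of arrays on a slide were left out, so the recovery given here may not hold for the real data. Beside the 200 changed probes counted below, further probes were changed in hypo, hyper and hypo+ pups to test the direct pattern. Among 200 changed probes in a simulated comparison of hypo with control in each sex, 55 of 67 probes with a 1.5-fold change were found in males and 55 of 67 in females, 64 and 65 of 67 at 2-fold, and 66 and 65 of 66 at 3-fold, beside 10 and 11 unchanged probes that were called. For the interaction of sex and treatment, simulated in hyper females, 193 of 200 changes were found beside 14 unchanged probes. All of these changes were at least 2-fold, so the recovery of smaller differences between the sexes was not measured. With no simulated change, 0 probes were called by limma. Tables were read with arrow 21.0.0, and figures were drawn in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.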

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

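In this part, the test of Ctrc was chosen after the result was seen, and the others were set before.

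The mean over the acinar markers of the pancreas was 2.98 in control female 831, far from the other control females (0.431 to 0.444), and Dixon's gap test found such a pup in 1 of 7 groups, where chance gives 0.35. The test does not find a pair of high pups, which the control males hold. In the same pup, Reg1 was 6.04 (next pup 0.54) and Ctrc 4.49 (next pup 1.45). In males, markers that the paper does not discuss carried the same signal, with a mean of 3.72 over the 18 markers outside Additional File 1 in control male 832. Of these 18 markers, 14 were over 4-fold higher in each of control males 832 and 522 than in the other control males, so that pancreatic tissue or RNA in single liver samples fits the pattern. The fold-changes of the acinar genes in treated males may then reflect which pups served as controls. Their median log2 fold-change was -1.80 in hypo, -1.66 in hyper and -1.67 in hypo+ males, with 0 genes called by limma and 22, 22 and 19 at an unadjusted p below 0.05. In females it was -0.61, -0.59 and -0.16, with 0 called by limma and 2, 2 and 0 at an unadjusted p below 0.05. The hormone explains no difference among controls, which share 1 treatment.

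For Ctrc the same explanation is excluded in part. In 9 of 9 hypo pups, Ctrc lay between 0.38 and 0.92, below all 25 other pups (1.07 to 4.85), including those without the other acinar transcripts. Pancreatic RNA does not account for that difference. In hypo+ pups, which had the same exposure, Ctrc was 1.41 or above, and in hyper pups it was 1.56 to 2.11. What lowered Ctrc in hypo pups was not tested.

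Among 280 groups tested on 40 named genes, 14 held a pup far from the others, and chance gives 14, since about 1 in 20 such tests finds one. Of the 14, 4 concern control female 831, among them Ces2 (2.97, next pup 2.75) and Ciapin1 (-0.20, next pup -0.43). The others are 2310003H01Rik in hyper male 864 (-0.30), Ihh in hypo female 743 (0.76), Sh3pxd2a in hyper female 499 (0.0931), Sned1 in control male 522 (-0.38), Stim2 in control male 522 (0.0368), Stim2 in hypo+ male 454 (1.24), Thrsp in hypo female 893 (1.78), Dio1 in hyper female 585 (7.14), Nr3c1 in hypo+ male 363 (0.85) and Gbp8 in hypo+ male 761 (0.94). Pups of 1 group share sex, dose and age, and no biological explanation was tested. With this number at the level of chance, no technical explanation was tested for single genes either.

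The contrast of hypo+ with hypo pups called 39 genes in males and 90 in females that are in neither Additional File, and 12 of them were called in both sexes. The largest change among those 12 was an increase of the transcript AK009137 in both sexes, by 1.52 on the log2 scale in females. Of 35 ways to assign the same male arrays to the groups, only 1, the real one, called as many genes as the 130 of this contrast, and of 56 in females only 1 called as many as the 199. An arbitrary division of the arrays is therefore excluded as the source, and a response to the injection may be behind these genes.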

How the results depend on the processing

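Apart from the model with the scan batch as a fixed block and the PCA on the genes of Additional Files 1 and 2, which were chosen after the data were seen, every alternative was set before the data were examined. For counts, a change by a factor of up to 1.5 is not listed. For counts and signs that changed, the cause was not tested, except where the alternative itself leaves fewer arrays in a fit or brings in another probe.

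With the authors' log2 values, with probes restricted to those present above the negative controls and with the Fs statistic, no count of called genes over both directions moved by more than 1.5 times. With the Fs statistic, the genes lower in hyper females went from 3 to 6. Median centring in place of loess called 0 genes by limma in hypo males (416 probes at an unadjusted p below 0.05), 2 in hyper males, 0 in hypo+ males (895 probes at an unadjusted p below 0.05) and 2 in males over all treatments, and 7, 6, 1 and 13 in females. It left 2 genes at 2-fold in males and 7 in females, 5 and 24 genes for hypo+ against hypo, 1 gene in both sexes, 1 gene with the direct pattern, 6 of the Table 1 comparisons and 2 genes of Additional File 3. Normexp background correction called 8 genes in hypo males, 4 in hyper males, 14 in males over all treatments, 5 at 2-fold in males, 66 and 130 for hypo+ against hypo in males and females, 10 in both sexes and 25 of the Table 1 comparisons.

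With the ratios of the scanner software, 12, 7 and 2 genes were called in hypo, hyper and hypo+ males, 19 in males over all treatments, 7 at 2-fold and 74 for hypo+ against hypo in males. In females, 31, 14 and 3 genes were called and 43 over all treatments, with 11 in both sexes, 3 with the direct pattern, 20 of the Table 1 comparisons and 6 genes of Additional File 3. With the Cy5 channel alone, 20 genes were called in hypo males, 4 in hyper males, 26 in males over all treatments and 64 for hypo+ against hypo in males. In females it called 24 in hypo, 34 in hyper, 0 in hypo+ by limma (1460 probes at an unadjusted p below 0.05) and 55 over all treatments, with 12 genes in both sexes, 2 with the direct pattern, 14 of the Table 1 comparisons and 8 genes of Additional File 3. Averaging all probes of a gene left 9 genes at 2-fold in males.

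The slide as a fixed block lowered the counts in males and raised most counts in females. Hypo+ male 363 and hypo+ female 601 were each alone on their slide within their sex. The block therefore left fewer arrays behind the comparisons of hypo+ pups. It gave 15 genes in hypo males, 3 in hypo+ males, 38 in males over all treatments and 78 for hypo+ against hypo in males. In females it gave 120 in hypo, 183 in hyper, 0 in hypo+ by limma (2121 probes at an unadjusted p below 0.05), 277 over all treatments, 26 at 2-fold and 128 for hypo+ against hypo, with 2 genes of the direct pattern. Only 30 of the 38 genes in males, and 102 of the 277 in females, were on the lists without the block. As a random block the slide gave 57, 46 and 17 genes in hypo, hyper and hypo+ males, 95 in males over all treatments and 198 for hypo+ against hypo in males, 131 in hypo and 133 in hyper females, 235 in females over all treatments, 66 in both sexes, 13 with the direct pattern and 26 of Additional File 3. The scan batch as a fixed block gave 12 genes in hypo males, 3 in hypo+ males, 31 in males over all treatments, 81 for hypo+ against hypo in males, 102 in hypo females, 140 in hyper females, 222 in females over all treatments and 26 at 2-fold in females.

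With only the compared groups in the fit, and so fewer arrays behind each estimate of the spread, 0 genes were called in hypo males by limma (2143 probes at an unadjusted p below 0.05), 11 in hyper males, 3 in hypo+ males, 13 in males over all treatments, 5 at 2-fold and 59 for hypo+ against hypo in males. In females, 23 were called in hypo, 0 in hypo+ by limma (2118 probes at an unadjusted p below 0.05), 61 over all treatments, 9 at 2-fold and 95 for hypo+ against hypo, with 10 genes in both sexes, 1 with the direct pattern, 20 of the Table 1 comparisons and 7 genes of Additional File 3. With both sexes in 1 fit, 56 genes were called in hyper males, 27 in hypo+ males, 106 in males over all treatments, 251 for hypo+ against hypo in males, 71 in both sexes and 18 with the direct pattern. With hypo+ compared with hypo, 51 genes had the direct pattern.

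With 1 array left out at a time, the number of genes ranged from 5 (without hypo 311) to 38 in hypo males, from 13 (without control 881) to 28 in hyper males, from 4 (without control 881) to 12 in hypo+ males, and from 28 (without control 881) to 59 in males over all treatments. At 2-fold it ranged from 8 (without hypo 311) to 15 in males, and for hypo+ against hypo from 67 (without hypo 311) to 166. In females it ranged from 23 (without control 523) to 87 (without hypo 721) in hypo, from 14 (without control 882) to 81 in hyper, from 2 (without hypo+ 601) to 8 in hypo+ and from 37 (without control 523) to 140 over all treatments. At 2-fold it ranged from 11 (without control 523) to 21 in females, and for hypo+ against hypo from 126 (without hypo 743) to 269. The number in both sexes ranged from 17 (without control male 881) to 37, the direct pattern from 5 to 9, the Table 1 comparisons from 30 to 41 and the genes of Additional File 3 from 10 to 17.

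The silhouette width of the treatments lay between 0.565 and 0.769 under the alternatives that kept a selection of genes, and between 0.688 and 0.735 with 1 array left out. With all probes present on every array it was -0.063, where no probe was selected by treatment. That of the sexes lay between -0.0463 and -0.0168, and between -0.0475 and -0.0261 with 1 array left out. The interaction of sex and treatment called 0 genes by limma under 10 alternatives set before and with the scan batch as a block, with 87 to 1343 probes at an unadjusted p below 0.05 in hypo pups. It was not run with only the compared groups, with the Fs statistic or with both sexes in 1 fit, which is its own model. For the acinar content, alternatives of the model give no other value. The highest content, 4.14 in control male 832, lay between 3.36 and 4.62 under 4 other normalizations, and it was not run with the Cy5 channel alone.

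Among 123 values of single genes, most kept their direction and their side of the threshold. The number that did ranged from 75 with median centring to 121 with the authors' values. A few reversed, all of them values that were not called. With median centring, Fzd8 in hypo+ males became -0.00194 on the log2 scale, Sh3pxd2a in hypo+ females -0.0342, Dio1 in hypo+ males -0.13 and Nr3c1 in hypo females 0.0275. With the ratios of the scanner software, Fzd8 in hyper females became -0.0112. With normexp, Ces2 in hyper males became -0.15 and Thrsp in hypo+ females 0.10. With all probes averaged, Ces2 in hyper females became 0.12, Sh3pxd2a in hyper males 0.36 and Sh3pxd2a in hypo+ males 0.28, where the averaging brings in the other probe. Sh3pxd2a in hyper males became 0.00824 with the slide and 0.00849 with the scan batch as a fixed block. With 1 array left out, Dio1 in hypo+ males ranged from -0.0198 to 0.18, Fzd8 in hyper females from -0.0690 to 0.13, Nr3c1 in hypo females from -0.17 to 0.00112, Sh3pxd2a in hyper males from -0.0354 to 0.0166, Thrsp in hypo+ females from -0.35 to 0.0911 and Thrsp in hypo+ males from -0.56 to 0.24.

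The signal over background sets a limit of its own. On the array with the lowest share, 60.8% of spots lay well above background in Cy5, and dimmer probes carry ratios near the background of both channels.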

Differences from the paper's values

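Of the settings named in this part, the scan batch as a fixed block was chosen after the values were seen, and all others were set before the data were examined. Unless another setting is named, the alternatives set before gave a value that still differed. A count differed when it was more than 1.5 times above or below the paper's, and a setting closes a gap when its count does not.

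For genes altered in any treatment in either sex, the paper's value is about 400 and the value here is 130, and with the slide as a fixed block it is 284. For hypo pups, the paper gives 215 genes, 118 lower and 97 higher, against 73, 46 and 27 here. With the slide as a random block the values are 154, 85 and 69, and with the slide as a fixed block the number lower is 79. For hyper pups, the paper gives 204 genes, 45 lower and 159 higher, against 73, 3 and 70 here. These became 186, 52 and 134 with the slide as a fixed block, and the random block gives 144 genes with 120 higher. The scan batch as a fixed block, chosen after the values were seen, gives 146, 31 and 115. For hypo+ pups, the paper gives 68 genes, 14 lower and 54 higher, against 12, 0 and 12 here by limma, and no alternative closes these gaps.

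By sex, the paper gives 300 genes in females and 185 in males, against 104 and 59 here. In females, the slide as a fixed block gives 277, as a random block 235, and the scan batch, chosen after the values were seen, 222. No alternative closes the gap in males, where the highest count was 106, with both sexes in 1 fit. In both sexes, the paper gives 100 genes in common against 33 here, and 71 with both sexes in 1 fit. At 2-fold, the paper gives 31 genes in females, 27 in males and 14 in common, against 17, 14 and 9 here. In females, 26 genes result with the slide as a fixed block, 23 with the slide as a random block, 22 with the Fs statistic and 26 with the scan batch as a fixed block, which was chosen after the values were seen. With hypo female 721 left out, the count is 21. The number in common is 11 with probes restricted to those present, 11 with the slide as a random block, 12 with both sexes in 1 fit and 10 with the Fs statistic. Table 1 of the paper lists 28 genes with the direct pattern against 7 here. None of the alternatives that keep the comparison with controls closes this gap. When hypo+ is compared with hypo, 51 genes have the pattern, of which 19 are in Table 1.

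Additional File 1 of the paper lists 103 genes in hypo males (51 higher, 52 lower), 74 in hyper males (66 higher, 8 lower) and 52 in hypo+ males (44 higher, 8 lower). The values here are 36 (13 and 23), 27 (27 and 0) and 9 (9 and 0). With the slide as a random block, 35 genes are lower in hypo males and 45 are higher in hyper males, and with both sexes in 1 fit, 56 genes are called in hyper males, 56 of them higher. Additional File 2 of the paper lists 162 genes in hypo females (71 higher, 91 lower), 166 in hyper females (130 higher, 36 lower) and 26 in hypo+ females (22 higher, 4 lower). The values here are 55 (21 and 34), 60 (57 and 3) and 7 (7 and 0). With the slide as a fixed block, 120 genes are called in hypo females, 74 of them lower, and 183 in hyper females, 131 higher and 52 lower. With the slide as a random block, 131 genes are called in hypo females, 59 higher and 72 lower, and 133 in hyper females, 110 of them higher. The scan batch as a fixed block, chosen after the values were seen, gives 63 genes lower in hypo females and 140 in hyper females, 110 higher and 30 lower. None of these closes the gap for hypo+ pups of either sex.

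The largest fold-change that the paper reports is 13.8, for Reg1 in hyper males, and the largest called here is 3.62, which differed under all 12 alternatives. The fold-change of Reg1 itself in hyper males was -14.8 here and -13.8 in the paper's Additional File 1, but Reg1 is not called here.

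For single genes, the paper's fold-change is given first and the value here second. Table 1 gives 1.5 for Ces2 in hyper males against 1.12 here (1.33 with all probes averaged), 1.4 in hyper females against -1.20, and 1.5 in hypo+ females against 1.16 (1.34 with normexp and 1.31 with all probes averaged). It gives 1.8 for Fzd8 in hyper males against 1.23 (1.51 with all probes averaged), 1.5 in hyper females against 1.03 (1.24 with all probes averaged) and 1.6 in hypo+ males against 1.12. For Hectd3 it gives 1.3 in hyper females against 1.12 (1.25 with median centring and 1.20 with all probes averaged) and 1.4 in hypo+ females against 1.06. For Sh3pxd2a it gives 1.7 in hyper males against -1.01, 1.7 in hyper females against 1.12, 1.5 in hypo+ males against -1.05 and 1.5 in hypo+ females against 1.06. Additional File 2 gives -1.27 for Nr3c1 in hypo females against -1.06 (-1.15 with all probes averaged). For E2f8 in hypo pups, Additional Files 1 and 2 give -3.50 in males and -2.82 in females against -1.17 and -1.17. A fold-change counts as differing when its sign differs or when the gap on the log2 scale is larger than the larger SD of the 2 groups compared, for the probe of that gene, so that the tolerance changes from gene to gene and from group to group. By this measure, a value in brackets no longer differs, and where none stands in brackets, all alternatives of normalization, probe and model set before still differed. With single arrays left out, Ces2 in hyper males no longer differed without control 391 (1.20), and Nr3c1 in hypo females without hypo 893 (-1.08), hypo 575 (-1.12) or control 882 (-1.08). Each of these 6 genes is measured by more than 1 probe, and the other probe gives values near the paper's. For E2f8 in hypo pups its log2 fold-change is -1.85 in males and -1.55 in females. For Sh3pxd2a it is 0.74 and 0.73 in hyper males and females and 0.63 and 0.62 in hypo+ males and females, and for Fzd8 it is 0.89 and 0.57 in hyper males and females and 0.68 in hypo+ males. For Ces2 it is 0.66 and 0.50 in hyper males and females and 0.57 in hypo+ females, for Hectd3 0.37 in hyper and 0.44 in hypo+ females, and for Nr3c1 in hypo females -0.35 by one of the 2 others.

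Calls differ as well. Of the 89 comparisons in Table 1, all of which the paper reports as significant, 40 were called here, and 65 were called here or under at least 1 of the 12 alternatives set before. Alternatives that called some of the missing ones were both sexes in 1 fit (19 more), the slide as a random block (15) or a fixed block (6), normexp (5), the Fs statistic (3), probes restricted to those present (2), and the authors' values, only the compared groups, the Cy5 channel alone and the mean of all probes (1 each). The scan batch as a fixed block, chosen after the values were seen, called 4 more. In the lists of Additional Files 1 and 2, the genes called here or under such an alternative number 68 of 103 in hypo males, 54 of 74 in hyper males, 26 of 52 in hypo+ males, 126 of 162 in hypo females, 131 of 165 in hyper females and 11 of 26 in hypo+ females. Without such alternatives, 36, 26, 8, 53, 59 and 7 of them are called. Table 2 reports Thrsp in hypo pups of both sexes and Me1 in hypo females as significant on the array, and none of them was called here. Thrsp in hypo females was called with the slide as a random block and with the Fs statistic, and with hypo female 893 or control female 882 left out. Me1 in hypo females was called with the slide as a fixed or a random block, with hypo female 893 left out and with the scan batch as a fixed block, which was chosen after the values were seen. No setting called Thrsp in hypo males. Table 2 also reports Thrsp in hyper females as significant, where the adjusted p here was 0.18. It was called with hypo female 893 left out.

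Figure 2A shows males and females in separate clusters in the PCA. Here, the silhouette width of the sexes on the first 3 components was -0.038, and it was negative under each alternative run. Pups of all treatments enter this width together, and the treatments lie apart on the selected probes. A negative width therefore does not exclude that the sexes lie apart within a treatment.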

Other observations

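In this part, the tests of the slide, of the small number of interaction probes and of the sex difference were chosen after the result was seen, and the others were set before.

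The arrays of each sex were assigned to the groups in other ways and the counts repeated. For hypo males, hypo+ males and hypo+ females, 1 of 35 assignments, the real one, called as many genes, and the highest other counts were 0, 1 and 1. For hyper males, any treatment in males, hypo females and hyper females it was 1 of 100, with highest other counts of 3, 7, 1 and 3. For any treatment in females, 3 of 100 assignments called as many, the others calling 104 and 511 genes, and both put all 4 arrays of slide H into 1 group. For the interaction of sex and treatment, limma called 0 genes (428 probes at an unadjusted p below 0.05 in hypo pups), so that all 100 of 100 assignments had to call as many, and this test cannot tell.

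Arrays on 1 slide deviated together from their group means. The mean correlation of arrays of different treatments was 0.348 higher within a slide than between slides of the same sex (38 and 177 pairs, permutation p = 0.0001, the smallest possible), and 0.353 higher within a scan batch. A difference between slides or scans fits this pattern. It may also be behind the small number of interaction probes. With the slide as a fixed block, 1343 probes had an unadjusted p below 0.05 in hypo pups, against 428 without it and 2058.7 by chance.

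Pups with the same first digits in their animal number may be of 1 litter. Across the sexes, the mean correlation of their deviations was 0.111 for 14 such pairs and -0.026 for 59 others (permutation p = 0.0548), and among pairs from different scan batches the p was 0.0332. The test cannot tell whether litter matters.

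Gstm1, Gstm3, Nqo1, Aox1 and Ephx1 are targets of NRF2. Their median log2 fold-change was 1.22 in hypo males and 1.25 in hypo females, 1.20 and 1.11 in hypo+ pups, -0.16 in hyper males and -0.28 in hyper females. Against hypo pups, hypo+ pups differed by -0.03 and -0.08. A response to methimazole and perchlorate could explain values that stay high after the injection, but low hormone came with the exposure in every hypo pup and 4 h may be too short for a return, so that the data cannot tell. The 15 further NRF2 targets had medians of 0.14 in hypo males and 0.07 in hypo females (percentiles 100 and 99.09 among 10000 random lists) and of 0.18 and 0.17 in hypo+ pups (percentiles 99.99 and 100). None was called over all probes (0 genes by limma), with 4 and 5 genes in hypo and 5 and 6 in hypo+ pups at an unadjusted p below 0.05. In hyper pups the medians were 0.003 and -0.05. The percentiles refer to the loess values. With median centring, the medians in hypo pups were 0.03 in males and 0.16 in females. In hypo+ pups they were then 0.01 in males and 0.11 in females.

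For other lists, limma called 0 genes. The 10 erythroid genes had medians of -0.05, 0.005 and -0.04 in hypo, hyper and hypo+ males, with 1, 1 and 2 genes at an unadjusted p below 0.05, and of -0.11, -0.03 and -0.05 in females, with 1, 0 and 1. The 8 targets of CAR and PXR had medians of 0.19, 0.03 and 0.24 in males and -0.07, -0.19 and 0.03 in females, with 0 genes at an unadjusted p below 0.05. The 5 sex-linked genes had medians of -0.14, -0.01 and -0.03 in males, with 0, 0 and 2 genes at an unadjusted p below 0.05, and of -0.002, -0.08 and -0.09 in females, with 0.

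Over all treatments, 35 genes differed between females and males, and 1 of 100 assignments of sex within treatment, the real one, called as many. Sex-linked genes such as Xist and Ddx3y are among them and favour the real assignment, so this count cannot tell about the other genes. All slides except slide F held pups of a single sex, so differences between slides may be part of the list. Of these, 2 are in Additional Files 1 and 2.

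For the changes that Additional Files 1 and 2 list, the direction here was that of the paper in all 74 and 52 comparisons for hyper and hypo+ males, in all 162, 167 and 26 for hypo, hyper and hypo+ females, and in every comparison for hypo males, each with an unadjusted p below 0.05. Where probes shared the accession that the Additional Files give, the one with the lowest p was taken, and these accessions are not always those of the probes used for the genes of Table 1, so that this count does not cover the opposite values given above for Sh3pxd2a and Ces2.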
